# High-throughput phenotypic screen and transcriptional analysis identify new compounds and targets for macrophage reprogramming

**DOI:** 10.1038/s41467-021-21066-x

**Published:** 2021-02-03

**Authors:** Guangan Hu, Yang Su, Byong Ha Kang, Zhongqi Fan, Ting Dong, Douglas R. Brown, Jaime Cheah, Karl Dane Wittrup, Jianzhu Chen

**Keywords:** High-throughput screening, Immunotherapy, Inflammation, Monocytes and macrophages

## Abstract

Macrophages are plastic and, in response to different local stimuli, can polarize toward multi-dimensional spectrum of phenotypes, including the pro-inflammatory M1-like and the anti-inflammatory M2-like states. Using a high-throughput phenotypic screen in a library of ~4000 FDA-approved drugs, bioactive compounds and natural products, we find ~300 compounds that potently activate primary human macrophages toward either M1-like or M2-like state, of which ~30 are capable of reprogramming M1-like macrophages toward M2-like state and another ~20 for the reverse repolarization. Transcriptional analyses of macrophages treated with 34 non-redundant compounds identify both shared and unique targets and pathways through which the tested compounds modulate macrophage activation. One M1-activating compound, thiostrepton, is able to reprogram tumor-associated macrophages toward M1-like state in mice, and exhibit potent anti-tumor activity. Our compound-screening results thus help to provide a valuable resource not only for studying the macrophage biology but also for developing therapeutics through modulating macrophage activation.

## Abstract (web summary)

Macrophages may polarize into different states with distinct regulatory functions for inflammation. Here the authors perform high-throughput in vitro screening of a library of ~4000 compounds to identify those with specific effects on human macrophage polarization, while RNAseq helps uncover the targets and pathways mediating these effects.

## Introduction

Macrophages are a key class of phagocytic cells that readily engulf and degrade dying/dead cells and invading bacteria and viruses. As such, macrophages play an essential role in development, tissue homeostasis and repair, and immunity^1^. Consistently, macrophages are generated during early ontogeny and throughout the adult life. In mammals, the first wave of macrophages is generated from the yolk sac and gives rise to macrophages in the central nervous system, i.e., microglia. The second wave of macrophages is generated from fetal liver and gives rise to alveolar macrophages in the lung and Kupffer cells in the liver among others. After birth, macrophages are generated from the bone marrow where hematopoietic stem cells give rise to monocytes, which differentiate into tissue resident macrophages upon migration from blood into specific tissues^2,3^.

A remarkable feature of macrophages is their plasticity, the ability to respond to local stimuli to acquire different phenotypes and functions so as to respond to changing physiological needs^3^. Macrophage plasticity underlies their ability to be activated toward a spectrum of phenotypes and acquire diverse functions. One extreme is the classically activated proinflammatory M1 macrophages and the other extreme is the alternatively activated anti-inflammatory M2 macrophages^4^. By expressing inflammatory cytokines, such as IFNγ and TNFα, and reactive oxygen species, M1 macrophages mediate antimicrobial and antitumor responses, but can also cause inflammation and tissue damage if hyperactivated. In contrast, by expressing anti-inflammatory cytokines, such as IL-10, TGFβ, and arginase, M2 macrophages mediate tissue repair, but can also mediate fibrosis if dysregulated. While M1 and M2 serves to define the opposite activating states of macrophages in simplistic manner, most macrophages exhibit multidimensional spectrum of phenotypes in response to various physiological and pathological signals^2,3,5,6^. By transcriptional profiling of human monocyte-derived macrophages (hMDMs) in response to 29 different stimuli, such as pro- and anti-inflammatory cytokines, Xue et al. identified 49 gene expression modules that are associated with macrophage activation^6^. Although our understanding of macrophage biology is progressing rapidly, many aspects of macrophage activation/plasticity remain poorly defined. In particular, how small molecules modulate macrophage activation remains to be elucidated.

Because of their critical function in maintaining tissue homeostasis and repair, dysregulation of macrophage polarization has been implicated in contributing to many human diseases including cancer, fibrosis, obesity, diabetes, and infectious, cardiovascular, inflammatory, and neurodegenerative diseases^7–9^. For example, tumor-associated macrophages (TAMs) are one of the most abundant immune cells present in solid tumors. Clinical and experimental studies have shown that TAMs produce various membranous and soluble factors that enhance tumor cell growth and invasion as well as suppress antitumor immune responses to allow cancer cells to escape immune surveillance^10,11^. TAMs are derived from circulating monocytes in the tumor microenvironment, which progressively skews macrophages into the immunosuppressive state, phenotypically resembling M2-activated macrophages^12,13^. Several studies have shown that reprogramming M2-like TAMs toward M1-like macrophages is associated with expression of a strong antitumor activity^14,15^. In a remarkable synergy, cyclophosphamide-activated macrophages efficiently eliminate leukemia cells in refractory bone marrow microenvironment in combination with monoclonal antibody therapeutics^16,17^. Thus, repolarizing TAMs toward a proinflammatory, antitumorigenic M1-like state may prove an efficient approach to cancer immunotherapy either alone or in combination with antibody therapeutics. More broadly, as dysregulation of macrophage activation has emerged as a key determinant in many disease development and progression^9^, modulation of macrophage activation could be a fruitful approach for disease intervention.

In this study, we develop a high-throughput phenotypic screen for small molecule compounds that can reprogram polarization of primary human macrophages. Transcriptional profiling of macrophages following treatment with selected compounds identify both shared and unique targets and pathways in macrophage polarization. M1-activating compound thiostrepton is further shown to reprogram TAMs toward M1-like macrophages in mice and exhibit potent antitumor activity either alone or in combination with a monoclonal antibody. Our results reveal a remarkable plasticity of macrophage polarization through many new pathways and provide a valuable resource not only for studying the macrophage biology but also for developing novel therapeutics or repositioning known drugs for treating diseases through macrophage reprogramming. Furthermore, the phenotypic screen can be extended to much larger compound libraries and in combination with transcriptional profiling is a powerful approach to elucidate the mechanism of action of small molecule compounds in macrophage polarization for precision disease intervention.

## Results

### Phenotypic screen of macrophage activation

Human monocytes purified from fresh blood of four healthy donors were mixed at equal ratio and differentiated into macrophages in the presence of human M-CSF. The resulting hMDMs were stimulated with different known M1-activating stimuli, including lipopolysaccharide (LPS), IFNγ, TNFα, or IFNγ plus TNFα, or M2-activating cytokines, including IL-10, IL-4, or IL-13, for 24 h. The M1-activated hMDMs were round with punctate F-actin staining, whereas M2-activated hMDMs were elongated with filamentous F-actin staining (Fig. 1a and Supplementary Fig. 1a). Expression of known M1 markers including CD80 and CD86 were upregulated by IFNγ and suppressed by IL-4, while M2 markers CD206 and CD163 were upregulated by IL-4 and suppressed by IFNγ (Supplementary Fig. 1b). The *Z*-score for each stimulus was calculated to index its activation ability from the distributions of cell shapes between treated wells and untreated wells by *T*-test of an average of 1000 cells per well. The M1-activated hMDMs had an average of *Z*-score of −4, whereas the M2-activated hMDMs had an average of *Z*-score of 6 (Fig. 1b). These results are consistent with previous reports showing that M1- and M2-like human and mouse macrophages have distinct morphologies^18–21^.

**Fig. 1:**
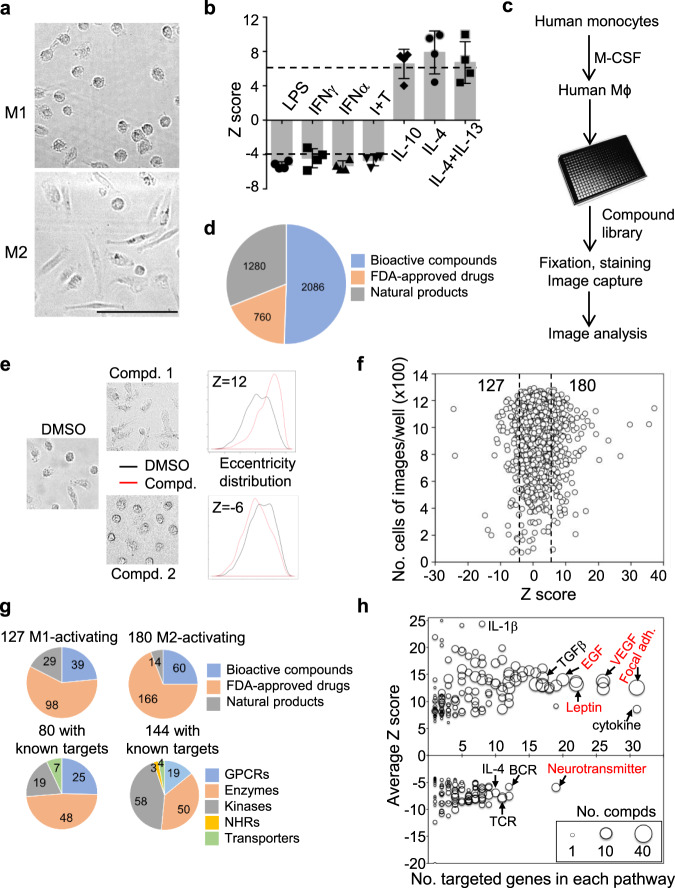
A high-throughput screen for compounds that activate human macrophages. **a**, **b** hMDMs were cultured for 24 h in the presence of LPS, IFNγ, TNFα, IFNγ plus TNFα (Ι+Τ), IL-10, IL-4, or IL-13. Shown are examples of cell morphologies of M1-activated macrophages by IFNγ and M2-activated macrophages by IL-4 (**a**) from three independent experiments and calculated *Z*-scores for each stimulus (**b**) from four independent experiments. Scale bar: 100 μm. Data are presented as mean ± sd. The *Z*-score was calculated by *T*-test to measure the difference of cell morphology between treatment and control. Stimuli had negative *Z*-scores when induced cells to round morphology and positive scores when induced cells to elongated morphology. **c** The flowchart of high-throughput screen and data analysis. Equally mixed human monocytes isolated from fresh blood of four healthy donors were cultured in vitro with 50 ng/mL M-CSF for 7 days. hMDMs were trypsinized and plated on 384-well plates (5000 cells/well in 50 μL). Cells were recovered in 10 ng/mL M-CSF for 16 h and then treated with compounds for 24 h. Cells were washed, fixed, and stained with phalloidin and DAPI. The plates were scanned with a high-content microscope with six fields per well to quantify the cell number and cell morphology. **d** Composition of compound libraries used in the screen. **e** Examples of cell shape changes induced by two compounds and their corresponding *Z*-scores as compared to DMSO controls. The cell eccentricity was calculated to measure the cell morphology. The *Z*-score was calculated by *T*-test to measure the difference in cell morphologies between each compound and DMSO control. **f** Plot of *Z*-scores of 4126 compounds and number of cells captured in each well. The dash lines are the cutoffs for M1 activation (left) and M2 activation (right) based on the average of *Z*-scores from **b**. **g** Classification of identified compounds based on their origin and function of their known targets. **h** Pathway analysis of known targets of identified M1- or M2-activating compounds. Each dot is one specific pathway having protein targets by compounds and dot size refer to the number of compounds. The average *Z*-score (*y*-axis) and number of compounds that have protein targets belongs to one specific pathway are plotted. Selected known (black) and new (red) pathways associated with macrophage activation are indicated.

Based on the correlation between cell shape and macrophage activation, we developed a high-throughput screen for compounds that activate hMDMs to either M1- or M2-like state (Fig. 1c). Fresh hMDMs derived from four healthy donors at equal ratio were seeded into 384-well plates and cultured overnight in the presence of M-CSF to maintain macrophages at mostly a nonactivated stage. Macrophages in each well were then treated with one of 4126 compounds, including 2086 bioactive compounds, 760 FDA-approved drugs, and 1280 natural products (Fig. 1d), at a final concentration of 20 μM for 24 h. Cell images were taken by high-content scanning microscope and cell shapes were quantified by CellProfiler (Fig. 1e)^22^. Based on *Z*-score cutoffs: −4 for M1-activated macrophages and 6 for M2-activated macrophages, 127 and 180 compounds were identified, respectively, to activate human macrophages toward M1-like state (referred to as M1-activating compounds) and M2-like state (referred to as M2-activating compounds) (Fig. 1f and Supplementary Data 1). Overall, 98 of 127 (77%) M1-activating and 166 of 180 (92%) M2-activating compounds are FDA-approved drugs (Fig. 1g). Text mining identified 119 known protein targets for 80 of the 127 M1-activating compounds and 220 protein targets for 144 of the 180 M2-activating compounds. The targets include G-protein coupled receptors (GPCRs), enzymes, kinases, nuclear hormone receptors (NHRs), and transporters (Fig. 1g). Many targets of M1- and M2-activating compounds belong to the families of histone deacetylases and vascular endothelial growth factor (VEGF) receptors, respectively (Supplementary Fig. 2). Some known regulators of macrophage polarization, such as STAT3, FYN, MAP2K1, and CDKs^6^, were rediscovered. Pathways analysis of the protein targets identified known pathways, such as IL-4, IL-1β, and TGFβ pathways, and new pathways, such as neurotransmitter, leptin, epidermal growth factor (EGF), and VEGF signaling pathways, in macrophage activation (Fig. 1h and Supplementary Data 2).

### Validation of selected compounds and pathways

To validate the effect of identified compounds on macrophage activation, we assayed dosage responses of the commercially available top list of compounds to determine their effective concentration (EC) on cell shape change. Overall, 20 of 23 selected M1-activating and 4 of 6 M2-activating compounds showed strong dosage effects with an EC below 10 μM (Fig. 2a, b and Supplementary Table 1). To determine whether the compounds activate macrophages at the transcriptional level, we performed RNA-seq analyses of hMDMs following treatment with six M1-activating (mocetinostat, thiostrepton, niclosamide, chlorhexidine, fenbendazole, and fluvoxamine) and two M2-activating (bosutinib and alsterpaullone) compounds at the EC for 24 h. These compounds induced diverse transcriptional responses with variable number of differentially expressed genes (DEGs) to similar degrees as those induced by IL-4 or IFNγ (Supplementary Fig. 3a and Supplementary Data 3). To explore the functional differences of hMDMs induced by compounds, gene set enrichment analysis (GSEA) was performed against the previously identified 49 gene expression modules in response to 29 different stimuli in hMDMs^6^. Similar to IFNγ, the six M1-activating compounds upregulated the gene expression of typical M1 modules (#7, #8) induced by IFNγ, as well as chronic inflammation TPP modules (#30, #32) induced by TNFα/PGE2/P3C (Fig. 2c). The M1-activating compounds also downregulated the modules (#26, #27) similarly as LPS. The two M2-activating compounds downregulated the gene expression of typical M1 modules although they did not upregulate the gene expression modules (module #15) induced by IL-4 (Fig. 2c). Consistently, all M1-activating compound upregulated expression of the classical M1 markers CD80 and CD86 and downregulated expression of the classical M2 markers CD163 and CD206 (Supplementary Fig. 3c). Both M2-activating compounds downregulated M1 markers. Moreover, based on function enrichment analysis of the DEGs, all eight compounds induced consensus pathways related to inflammatory response, chemotaxis/chemokine-mediated signaling and response to IFNγ and TNFα (Fig. 2d). These results suggest that select compounds modulate macrophage activation at the transcriptional levels.

**Fig. 2:**
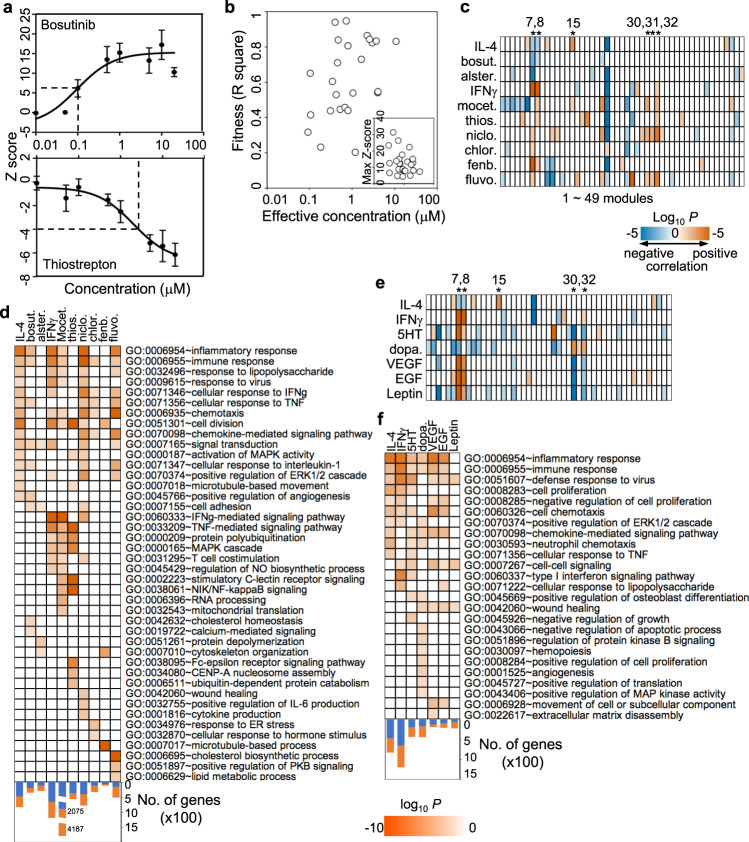
Validation of macrophage activation induced by compounds or by ligands of the identified new pathways. **a**, **b** Morphology changes induced by selected compounds are dosage dependent. Dosage responses were calculated based on the measurement of *Z*-scores at different concentrations of the compound in a Michaelis–Menten model. Shown are dosage response curves of M1-activating (thiostrepton, *n* = 6) and M2-activating (bosutinib, *n* = 4) compounds (**a**). Data are presented as mean ± sem. Overall, 25 of the 30 tested compounds had typical dosage-dependent response (**b**). Effective concentration (EC) was defined as the concentration of compounds inducing cell morphology changes to reach the cutoffs of either M1 or M2. EC, fitness (*R*^2^), and max *Z*-score were calculated by the Michaelis–Menten equation. Data were summarized from three independent experiments. **c** GSEA of transcriptional responses to eight selected compounds and controls (IL-4 and IFNγ). Duplicate hMDM samples were treated with two M2-activating and six M1-activating compounds as well as IL-4 and IFNγ for 24 h. Gene expression levels were measured by RNA-seq separately. GSEA preranked analysis was performed based on the whole genome gene list ranked on gene expression changes using a gene set of 49 transcriptional modules in response to 29 stimuli in hMDMs^6^. bosut.: bosutinib, alster.: alsterpaullone, mocet.: mocetinostat; thios.: thiostrepton, niclo.: niclosamide, chlor.: chlorhexidine, fenb.: fenbendazole, fluvo.: fluvoxamine. The numerical numbers at the top indicate module numbers identified by Xu et al.^6^. **d** GO enrichment analysis of DEGs induced by each compound and positive controls. The numbers of DEGs that are upregulated (orange) and downregulated (blue) are indicated. **e** GSEA of transcriptional responses to six ligands of the identified new pathways in Fig. 1h. dopa.: dopamine, 5HT: serotonin. Duplicate hMDM samples were stimulated with each ligand and analyzed by RNA-seq separately. **f** GO enrichment analysis of DEGs induced by the ligands and positive controls. The numbers of DEGs that are upregulated (orange) and downregulated (blue) are indicated.

We also analyzed transcriptional responses of hMDMs to ligands of new pathways, including serotonin (5HT), dopamine, VEGF, EGF, and leptin by RNA-seq. Each ligand induced diverse transcriptional responses (Supplementary Fig. 3b and Supplementary Data 4). In particular, 5HT, VEGF, EGF, and leptin upregulated gene expression of the typical M1 modules (#7, #8) but downregulated gene expression of the TPP modules (#30, #32) (Fig. 2e). In contrast, dopamine downregulated gene expression of the typical M1 modules but upregulated the TPP modules (Fig. 2e), suggesting these ligands regulate different aspects of macrophage activation. Function enrichment analysis of the DEGs identified induction of pathways related to inflammatory response, chemotaxis/chemokine-mediated signaling, and wound healing by these ligands (Fig. 2f). Taken together, these results suggest that the compounds as well as upstream signals of their protein targets modulate macrophage activation.

### Reprogramming screen of compounds on polarized macrophages

To investigate whether the identified compounds could reprogram or reactivate macrophages after M1- or M2-like differentiation, we rescreened the hits (as identified in Fig. 1f) on M1- or M2-activated macrophages. hMDMs were differentiated into M2-like macrophages by IL-4 plus IL-13 or M1-like macrophages by IFNγ plus TNFα. After removing the differentiating cytokines, M2-like macrophages were treated with each of the 166 M1-activating compounds and M1-like macrophages were treated with each of the 180 M2-activating compounds at a final concentration of either 5 or 10 μM. Twenty-four hours later, cell images were taken and cell shapes were quantified. Based on the same *Z*-score cutoff, 37 M1-activating and 21 M2-activating compounds were identified to induce cell shape changes at the concentration of both 5 and 10 μM (Fig. 3a, b). Dosage responses were carried out with 40 commercially available compounds (21 M1-activating and 19 M2-activating) on polarized macrophages. Overall, 17 of the M1-activating (81%) and 18 of the M2-activating (95%) compounds had typical dosage-dependent response with an EC below 10 μM, and induced statistical significant changes of cell shape (Fig. 3c and Supplementary Table 2).

**Fig. 3:**
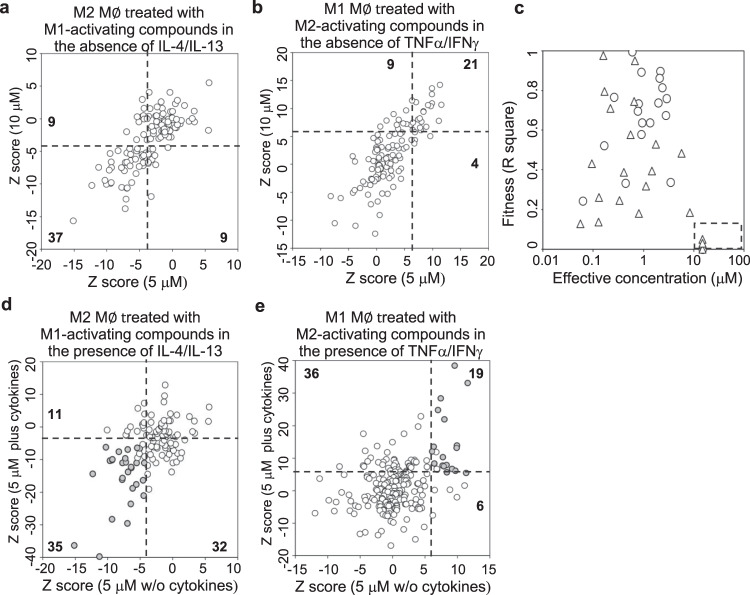
Reprogramming screen of compounds on differentiated macrophages. **a** hMDMs were differentiated into M2 by IL-4 plus IL-13 and then treated with each of the 127 identified M1-activating compounds at either 5 or 10 μM for 24 h in the absence of differentiating cytokines. Shown are comparisons of *Z*-scores between 5 and 10 μM of compounds. **b** hMDMs were differentiated into M1 by IFNγ plus TNFα and then treated with each of the 180 identified M2-activating compounds at either 5 or 10 μM for 24 h in the absence of differentiating cytokines. Shown are comparison of *Z*-scores between 5 and 10 μM of compounds. **c** The effective concentration of 40 selected M1- or M2-activating compounds calculated from the dosage assays. EC and fitness of 21 M1-activating (triangle) and 19 M2-activating compounds (circle) were calculated by the Michaelis–Menten equation and plotted. Data were summarized from three independent experiments. **d**–**e** hMDMs were differentiated into either M2 by IL-4 plus IL-13 or M1 by IFNγ plus TNFα and then treated with 127 M1-activating (**d**) or 180 M2-activating (**e**) compounds for 24 h in the presence of differentiating cytokines. Filled dots show identification of the same 37 M1-activating (**a**) and 21 M2-activating (**b**) compounds.

We also rescreened the hits on differentiated macrophages in the presence of differentiating cytokines. Surprisingly, more compounds exhibited significant effects on cell shape changes in the presence of these cytokines (67 M1-activating and 55 M2-activating) than in absence of these cytokines (46 M1-activating and 25 M2-activating) at the same compound concentration of 5 μM (Fig. 3d, e). Consistently, 28 of the 37 M1-activating and 18 of the 21 M2-activating compounds were identified again to induce significant cell shape change at the concentration of 5 μM. In the dosage response assay, the ECs of many M1-activating compounds were lower in the presence of cytokines than in the absence of cytokines (Supplementary Fig. 4), suggesting that the presence of differentiating cytokines makes macrophages more sensitive to reprogramming. Together, these data show that many identified compounds are capable of reprograming already polarized macrophages.

### Shared and unique effects of identified compounds on macrophage transcription

To broadly validate the identified compounds on macrophage activation (reprogramming) and to shed light on how the compounds activate macrophages, we selected 17 M1-activating and 17 M2-activating compounds with ECs below 5 μM and performed transcriptional profiling by RNA-seq. M2-like macrophages induced by IL-4 plus IL-13 were treated with each of the 17 M1-activating compounds at its ECs for 24 h. Similarly, M1-like macrophages induced by IFNγ plus TNFα were treated with each of the 17 M2-activating compounds at its ECs for 24 h. Different compounds upregulated and downregulated different number of genes (Fig. 4a), and a total of 7344 genes exhibited at least a twofold change after exposure to at least one compound (Supplementary Data 5). Hierarchical clustering of Pearson’s correlations of DEGs induced by compounds as well as by IFNγ and IL-4 showed that all 17 M1-activating compounds clustered together with IFNγ and all 17 M2-activating compounds clustered together with IL-4 (Fig. 4b). Principal component analysis of global transcriptional response showed that M1-like macrophages, M2-like macrophages treated with IFNγ, M1-like macrophages treated with IL-4, and M1-like macrophages treated with M2-activating compounds grouped together, whereas M2-like macrophages and M2-like macrophages treated with M1-activating compounds grouped together (Supplementary Fig. 5a). Although most compounds as well as IL-4 moderately modulated the global gene expression, GSEA showed that all M1-activating compounds clustered together and upregulated typical M1 modules (#7, #8) and the TPP modules (#30, #32) (Fig. 4c). All M2-activating compounds clustered together and downregulated the typical M1 modules (#7, #8) and the TPP modules (#30, #32). The modules (#26, #27), which are downregulated by LPS, were also downregulated by M1-activating compounds but upregulated by M2-activating compounds. Moreover, expression of the typical M1 markers CD80 and CD86 was upregulated by M1-activating compounds and suppressed by M2-activating compounds, while expression of the M2 markers CD206 and CD163 was upregulated by M2-activating compounds and suppressed by M1-activating compounds (Supplementary Fig. 5c). These results were further validated at transcriptional level by qPCR and at protein level by flow cytometry (Supplementary Fig. 5d, e).

**Fig. 4:**
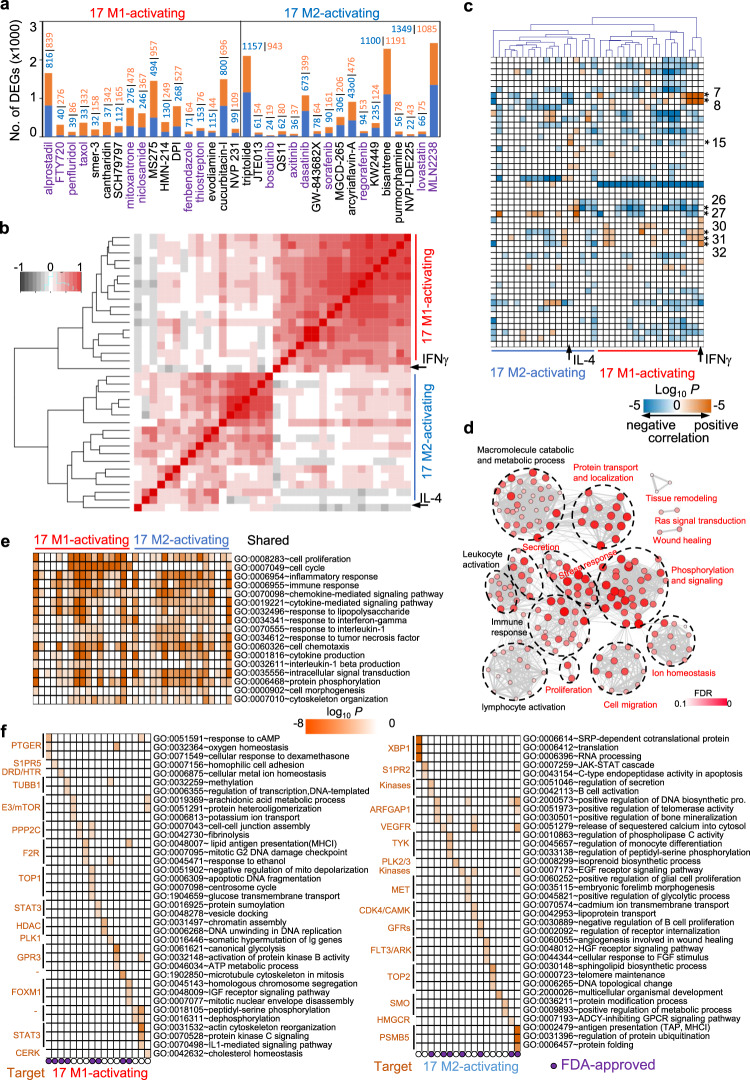
Reprogramming of differentiated macrophages by selected compounds. **a** Number of DEGs induced by each compound. Orange: upregulated genes. Blue: downregulated genes. Compounds labeled in purple are FDA-approved drugs. hMDMs were differentiated into either M2 by IL-4 plus IL-13 or M1 by IFNγ plus TNFα and duplicate samples were then treated with either M1-activating or M2-activating compounds, respectively, at the effective concentrations. Controls include two differentiated M1 and M2 macrophages, M2 macrophages treated with IFNγ and M1 macrophages treated with IL-4. Gene expression in each sample was measured by RNA-seq separately. **b** Hierarchical clustering heatmap of Pearson correlation coefficients for 7620 DEGs induced by compounds as well as IFNγ and IL-4. **c** GSEA analysis of transcriptional responses to each compound as compared to IFNγ and IL-4. The numerical numbers on the right indicate module numbers identified by Xu et al.^6^. **d** Network of GO enriched terms using BiNGO on top 10% central hubs genes (*n* = 1255) of macrophage activation network. Node color and size represent the FDR values of enriched GO terms. New pathways identified in this study are labeled in red. **e**, **f** Functional enrichment analysis of DEGs induced by each compound. Shared (**e**) and unique pathways (**f**) are shown. Compound targets and FDA-approval information are indicated. The order of M1-activating and M2-activarting compounds in **e** and **f** are the same as in **a**.

To investigate the common denominators of macrophage activation, a reverse engineering regulatory network was assembled by ARACNe^23^ based on mutual information between each gene pair computed from the compound-perturbing expression profiles. Top 10% central hub genes inferred from the network (*n* = 1255 most interconnected genes) collectively participated in 98,048 interactions. Many of the top central hub genes or regulators, such as GBP1^24^, FAM26F^25^, and STAT1^26^, have been shown to play essential roles in macrophage activation and function (Supplementary Fig. 6). We performed GO enrichment analysis of these hub genes with visualization of GO enrichment networks by BiNGO^27^. This GO-term network identified functional clusters associated with macrophage activation, including not only previously identified clusters^6^ of immune response, leukocyte or lymphocyte activation, and catabolic and metabolic process, but also new clusters of stress response, cell migration, protein transport, secretion, cell proliferation, ion homeostasis, phosphorylation and signaling, Ras signal transduction, as well as tissue remodeling and wound healing (Fig. 4d and Supplementary Data 6). Moreover, function enrichment analysis of DEGs showed that different compounds not only modulated gene expression in the common immune response pathways and chemotaxis/chemokine-mediated signaling pathway but perturbed specific (unique) pathways (Fig. 4e, f and Supplementary Fig. 5b). Consistently, these unique pathways perturbed by compounds were primarily through their putative targets. For example, M1-activating compound MS275 inhibits HDACs (histone deacetylase), which perturbed the pathway of chromatin assembly. M2-activating compound bisantrene inhibits TOP2A (topoisomerase II), which perturbed the pathway of DNA topological change (Fig. 4f), and bosutinib inhibited phosphorylation of SRC while increased the phosphorylation salt-induced kinases (Supplementary Fig. 5f) as a multiple kinase inhibitor. These data suggest that the identified compounds reprogram the differentiated macrophages through modulating the expression of genes associated with macrophage activation as well as specific pathways unique to each compound.

### Induction of macrophages to proinflammatory state by thiostrepton

To determine if the identified compounds activate macrophages in disease setting in vivo, we selected thiostrepton, a natural cyclic oligopeptide and an approved veterinary antibiotic for treating skin infection, and tested it to activate macrophages to M1-like state. Similar to other thiopeptide antibiotics, thiostrepton inhibits the ribosome function of bacterial protein synthesis^28^. Recently, thiostrepton was shown to exhibit antiproliferative activity in human cancer cells through inhibiting proteasome and/or FOXM1 transcription factor^29–31^. Following treatment of hMDMs with 2.5 μM thiostrepton for 24 h, hMDMs were polarized to express proinflammatory cytokines TNFα and IL-1β and downregulate the M2 chemokine CCL24 (Fig. 5a). Functional enrichment analysis of the DEGs showed that IFN/NFκB pathway, TNF-mediated pathway, oxidative-reduction process, protein polyubiquitination, and cellular response to LPS were upregulated, while DNA replication, cell cycle, and cell matrix adhesion were downregulated (Fig. 5b). GSEA showed pathways of TNFα signaling via NFκB and ROS were upregulated, while pathways of E2F target and mitotic spindle were downregulated (Fig. 5c). These results show that thiostrepton regulates the expression of genes associated with proteasome and DNA replication in hMDMs, consistent with previous studies in other cell types^30–32^.

**Fig. 5:**
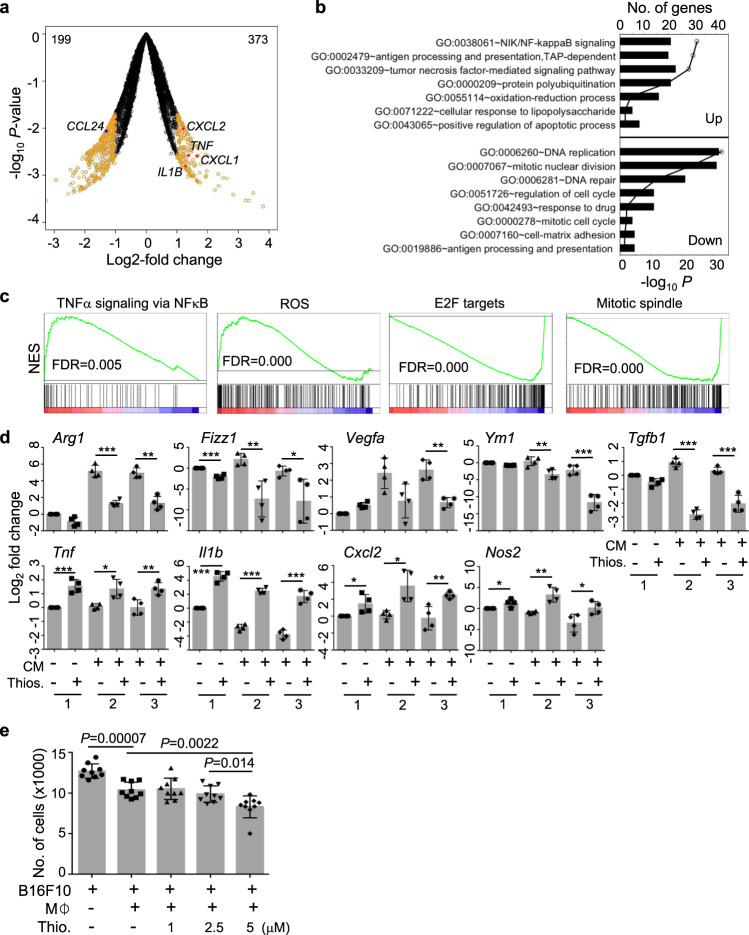
Thiostrepton induces macrophages into proinflammatory state and enhances antitumor activity in vitro. **a** Volcano plot showing changes in transcription in hMDMs induced by thiostrepton (*n* = 2). hMDMs were treated with 2.5 μM thiostrepton for 24 h followed by RNA-seq. DEGs (orange) were identified by edgeR^56^ at *P* < 0.05 with at least two fold-change. Data for genes that were not classified as differentially expressed are plotted in black. Filled dots show upregulated (red) and downregulated (blue) genes. **b** GO enrichment analysis of DEGs induced by thiostrepton. **c** GSEA of transcriptional response to thiostrepton. **d** Thiostrepton inhibits the development and function of TAMs in vitro. Mouse BMMs were cultured in normal medium with or without 2.5 μM thiostrepton for 24 h (group 1), or cultured in B16F10 tumor cell conditioned medium (CM) with or without 2.5 μM thiostrepton for 24 h (group 2), or cultured with B16F10 tumor cell CM for 24 h first and then treated with 2.5 μM thiostrepton for another 24 h (group 3). The transcript levels of the indicated genes were quantified by qPCR. Data are presented as mean ± sd from four independent samples per group in two independent experiments. *P < 0.05, **P < 0.01 and ***P < 0.001 by two-sided *T*-test between untreated and treated groups are indicated. **e** Thiostrepton enhances antitumor activities of macrophages. Mouse BMMs were cultured with or without thiostrepton for 24 h, and then cocultured with equal number of B16F10 melanoma cells for 12 h. The number of tumor cells was quantified by flow cytometry after subtracting macrophages from total number of cells. Data are presented as mean ± sd from three independent experiments. *P* values by two-sided *T*-test are indicated.

To determine the effect of thiostrepton on TAM in vitro, mouse bone marrow macrophages (BMMs) were cultured in the conditioned medium (CM) of B16F10 tumor cells in the absence or presence of thiostrepton for 24 h. Alternatively, BMMs were cultured in the CM for 24 h first and then treated with thiostrepton for another 24 h. The expression of selected genes associated with macrophage polarization was assayed by qPCR. Thiostrepton inhibited the expression of TAM/M2-associated genes *Arg1*, *Fizz1*, *Vegfa*, *Ym1*, and *Tgfb* but upregulated the expression of M1-associated genes *Tnf*, *Il1b*, *Cxcl2*, and *Nos2* (Fig. 5d). The effect of thiostrepton was observed whether thiostrepton was added into the CM culture or BMMs were differentiated into TAM first (compare groups 2 and 3 in Fig. 5d). Consistently, flow cytometry analysis revealed upregulation of MHCII, CD80, and iNOS but downregulation of ARG1 (Supplementary Fig. 7a). Similarly, we examined the effect of thiostrepton on IL-4/IL-13 and lactic acid-polarized BMMs. As shown in Supplementary Fig. 7b, thiostrepton inhibited the expression of *Arg1*, *Fizz1*, *Ym1*, and *Tgfb* but elevated expression of *Tnf*, *Il1b*, *Cxcl2*, and *Ccl5* whether thiostrepton was added together with cytokines or lactic acid or after BMM polarization.

To examine whether thiostrepton-activated macrophages or CM have effects on tumor cell growth, BMMs were treated with thiostrepton for 24 h. Equal numbers of primed BMMs and melanoma cells (B16F10) were cocultured for 12 h. Significantly more melanoma cells were lost in the presence of thiostrepton-treated macrophages as compared to the untreated macrophages in a dose-dependent manner (Fig. 5e). Similarly, more melanoma cells were lost in the CM from thiostrepton-treated macrophages than CM from untreated macrophages or heat-inactivated thiostrepton-treated CM (Supplementary Fig. 8a). To determine whether thiostreption-activated macrophages exhibit enhanced antibody-dependent cell-mediated phagocytosis (ADCP), thiostreption-activated macrophages were cocultured with equal number of human B lymphoma cells (GMB) labeled with eFluro670 dye and anti-CD20 for 2 h. Thiostrepton elevated ADCP of both human and mouse macrophages (Supplementary Fig. 8b, c). These data show that thiostrepton activates and reprograms macrophages toward a proinflammatory state and enhances their tumor-killing activity in vitro.

### Reprogramming TAMs for enhanced antitumor activity in vivo by thiostrepton

Next, we examined whether thiostrepton has antitumor effect in vivo through activating macrophages. B16F10 melanoma cells were injected subcutaneously into syngeneic C57BL/6 (B6) mice. Six and twelve days later, tumor-bearing mice were treated with either vehicle (DMSO), melanoma specific antibody TA99^33^, thiostrepton or combination of TA99 and thiostrepton by intraperitoneal (I.P.) injection. In a dosage-dependent manner (150 or 300 mg/kg), thiostrepton strongly suppressed the tumor growth alone and additively with TA99 (Fig. 6a). Since thiostrepton inhibits cell proliferation and is an antibiotic, to exclude its systematic effects on immune cells and on gut microbiome, tumor-bearing mice were treated by paratumor subcutaneous (S.C.) injection with a lower dose of thiostrepton (20 mg/kg). This local treatment also suppressed the tumor growth and exhibited additive effects with TA99 (Fig. 6b). Flow cytometry analysis of single-cell suspensions of dissected tumors at day 18 post tumor engraftment showed elevated levels of macrophages and monocytes in mice given thiostrepton or thiostrepton plus TA99 as compared to mice given vehicle or TA99 (Fig. 6c, d). Consistently, more abundant macrophages were stained positive for F4/80 by immunochemistry in tumor sections from mice treated with thiostrepton or thiostrepton plus TA99 than mice treated with vehicle or T99 (Fig. 6e). In nontumor-bearing mice, I.P. administration of thiostrepton led to increased numbers of macrophages in the spleen and bone marrow, while S.C. administration did not have significant effects on macrophage numbers (Supplementary Fig. 9a, b). In both dosing strategies, thiostrepton did not change the total bacterial counts in the gut (Supplementary Fig. 9c). Moreover, flow cytometry analysis of TAM revealed elevated levels of iNOS and CD86 and decreased levels of Arg1 in mice given thiostrepton or thiostrepton plus TA99 as compared to mice given vehicle or TA99 (Supplementary Fig. 10a–c). Interestingly, an increased number of TNFα^+^ IFNγ^+^ NK cells (but not CD8^+^ T cells) was found in tumors in mice given thiostrepton or thiostrepton plus TA99 as compared to mice given vehicle or TA99 (Supplementary Fig. 10d, e).

**Fig. 6:**
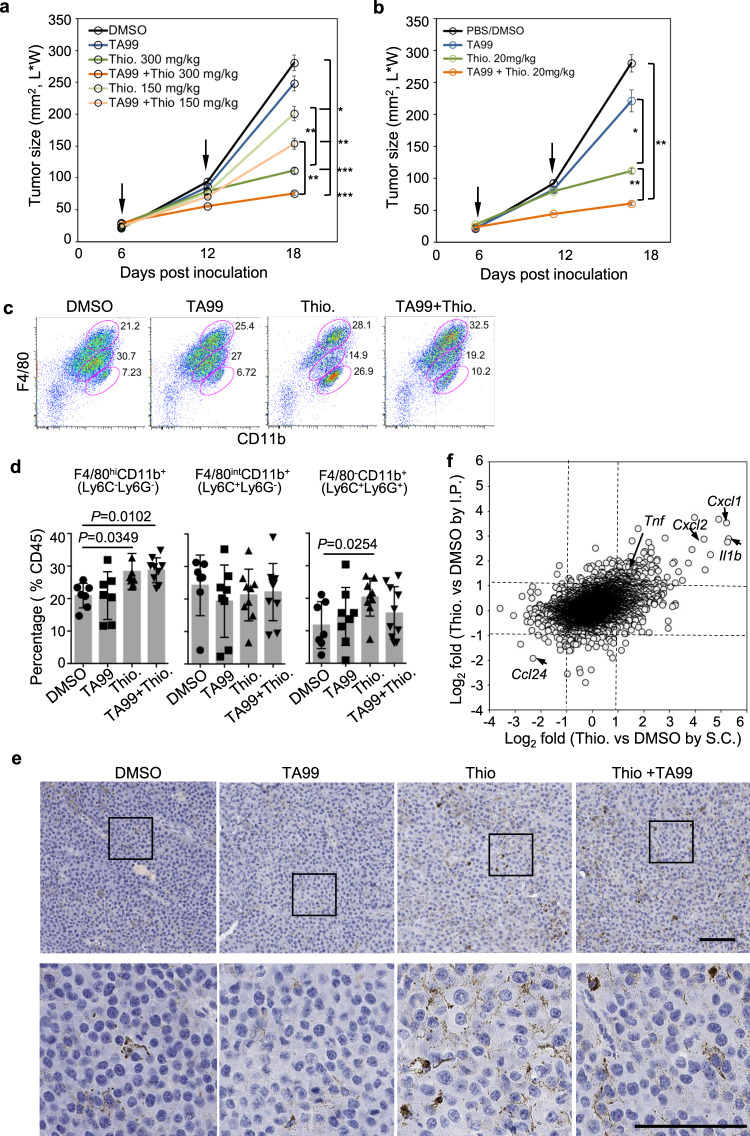
Thiostrepton exhibits antitumor activities through reprogramming tumor-associated macrophages in vivo. **a** Tumor growth curves in B6 mice bearing subcutaneous B16F10 tumors treated I.P. with DMSO, TA99, thiostrepton (150 or 300 mg/kg), and thiostrepton plus TA99 (*n* = 6–13 mice per group). **b** Tumor growth curves in B6 mice bearing subcutaneous B16F10 tumors treated I.P. with TA99, and S.C. with PBS or DMSO or thiostrepton (20 mg/kg) or thiostrepton plus TA99 (*n* = 9–11 mice per group). In **a** and **b**, arrows indicate dosing time points and data are presented as mean ± sem. *P < 0.05, **P < 0.01 and ***P < 0.001 by two-sided *T*-test are indicated. **c**, **d** Flow cytometry analysis of TAM (F4/80^+^CD11b^+^Ly6C^−^Ly6G^−^), inflammatory monocytes (F4/80^int^CD11b^+^Ly6C^+^Ly6G^−^) and monocytes (F4/80^−^CD11b^+^Ly6C^+^Ly6G^+^) in the tumors from control, TA99-treated, thiostrepton-treated and thiostrepton plus TA99-treated tumor-bearing mice 18 days after tumor engraftment. Shown are representative F4/80 versus CD11b staining profiles gating on CD45^+^ cells (**c**) and summarized data (mean ± sd) (**d**) from three independent experiments (*n* = 7–10 per group). **e** Representative immunohistochemistry staining with anti-F4/80 in tumor sections. The bottom panels are the enlargement of marked areas from the top panels. Brown: anti-F4/80 stain; blue: nuclear stain. Scale bar: 100 μm. Shown are representative staining from one mouse per group in **a**. **f** Comparison of gene expression changes induced by thiostrepton in tumor-infiltrating macrophages from individual mice following I.P. (*n* = 4) or S.C. administration (*n* = 2) of thiostrepton or DMSO (*n* = 2). Tumor infiltrated macrophages were sorted separately from tumor tissues of each mouse based on CD45^+^F4/80^+^CD11b^+^Gr-1^−^ 18 days after tumor engraftment, followed by separate RNA-seq. I.P. intraperitoneal injection, S.C. paratumor subcutaneous injection.

To investigate whether tumor-infiltrating macrophages were reprogrammed, we purified TAMs from B16F10 melanoma tumors from mice dosed with thiostrepton or vehicle by I.P. or S.C. at day 18 post tumor engraftment and performed RNA-seq. 

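RNA was sequenced from the TAMs of 8 mice, each mouse separately. DMSO, the vehicle, was given to 2 mice, thiostrepton was given by I.P. to 4 mice and by paratumor S.C. injection to 2 mice. Mice were dosed on days 6 and 12 after engraftment, and CD45+F4/80+CD11b+Gr-1− cells were sorted from the tumors on day 18. The S.C. dose was 20 mg/kg. The paper's text does not name the I.P. dose of these 4 mice, nor the route by which the 2 DMSO mice were dosed. The authors aligned the reads to the mouse genome (mm10) with bowtie2 and counted them on genes with RSEM. They deposited whole-number counts for 23413 gene symbols without normalization. Between 14127506 and 17577466 reads per mouse were counted on genes, with a median of 15174847 in the DMSO mice, 16554375 in the I.P. mice and 15285128 in the S.C. mice. Counts were scaled by edgeR's TMM method and are given as CPM. A floor of 3 counts corresponded to between 0.171 and 0.212 CPM, and this floor covers counting error only. Among 9325 genes with a mean of at least 5 CPM, 0.53% and 0.36% had no count in S.C. mice 1 and 2, against 0.01% to 0.13% in the other 6 mice. Symbols of 21777 genes (93.0%) were found in the GENCODE vM21 annotation, from which positions on GRCm38, the same assembly as mm10, were taken. The numbers in the sample labels run from I.P. mouse 1 through the S.C. mice and the DMSO mice to I.P. mice 2, 3 and 4. Apart from I.P. mouse 1, the order of the labels and the treatment therefore cannot be told apart. Each comparison was fitted on its own groups with edgeR's quasi-likelihood test. With 4 mice against 2, an exact two-sided rank-sum test of a single value cannot give a p below 0.133, and with 2 against 2 it cannot go below 0.333.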

GSEA and functional enrichment analysis showed that thiostrepton upregulated the expression of genes associated with inflammatory response and ROS and downregulated the expression of genes associated with mitotic division in TAMs from mice treated with thiostrepton by both I.P. and S.C. (Supplementary Fig. 11 and Supplementary Data 7). 

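Genes were called DEGs by the paper's criterion, an unadjusted P under 0.05 with a change of at least 2-fold. In TAMs from I.P. mice, 243 of the 12174 genes tested were DEGs, 186 upregulated and 57 downregulated. In TAMs from S.C. mice, 591 of 11680 genes were DEGs, 268 upregulated and 323 downregulated. With library size as the only scaling the S.C. counts were 196 upregulated and 429 downregulated, and under DESeq2 343 and 305. With a filter of at least 8 counts in every mouse, chosen after the data were seen, they were 316 and 159. After Benjamini-Hochberg adjustment over all genes tested, 0 genes had an adjusted p under 0.05 by either route, while 418 genes (3.43%) by I.P. and 632 genes (5.41%) by S.C. had an unadjusted P under 0.05. Counts were simulated in 20 sets with the depth of these libraries, 1 dispersion trend fitted over all mice and no effect of treatment. The same criterion gave a median of 404 DEGs there for 4 mice against 2 and 477 for 2 against 2. Fitted on its own groups, the common dispersion was 0.151 for I.P. and 0.303 for S.C. The simulated medians are therefore not matched to the spread of each route and do not give the number of DEGs expected by chance. Where 200 genes were changed 4-fold in the simulated counts, the test called 83.1% and 79.1% of them DEGs and 55.6% and 38.4% at an adjusted p under 0.05. Among the alternatives set before the data were examined, the adjusted counts moved most under DESeq2 by I.P., with 19 genes, and under edgeR's likelihood ratio test by S.C., with 179. With same-numbered mice of the 2 groups treated as a block, 330 DEGs were called by I.P. (152 upregulated and 178 downregulated) and 429 by S.C., of which 0 and 19 passed the adjusted threshold. With the numbers crossed instead, a choice made after the data were seen, these were 418 (199 upregulated and 219 downregulated) and 475 DEGs, of which 0 and 2 passed. I.P. mice 3 and 4 share no number with a DMSO mouse, so both I.P. fits with a block rest on I.P. mice 1 and 2. Without a block these 2 mice gave 313 DEGs against the DMSO mice, 210 upregulated and 103 downregulated, of which 0 passed, another choice made after the data were seen. All 4 I.P. mice lay on one side of both DMSO mice for 14.2% of all genes tested, where chance gives 13.3%. Both S.C. mice did so for each of the 591 S.C. DEGs and for 34.4% of all genes tested, where chance gives 33.3%.

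Genes were named by a rule set before the counts were seen, the 4 largest changes in each direction among genes with an unadjusted P under 0.05, no overlap with the DMSO mice and a mean of at least 5 CPM. By I.P. these were Mgl2, Ccr2, Ppbp and Gja1, all downregulated, and H2-Q8, Amica1, Id3 and C77080, all upregulated. Mgl2 lies on chromosome 11 from 70130329 to 70137550. It was at 44.9 ± 7.12 CPM (SD, n = 2) in DMSO mice and 8.83 ± 2.97 CPM (SD, n = 4) in I.P. mice. Its log2 fold change was -2.35 (standard error 0.34, edgeR adjusted p = 0.751). Ccr2, on chromosome 9 from 124101950 to 124113557, was at 69.9 ± 13.8 CPM (SD, n = 2) in DMSO mice and 13.4 ± 5.5 CPM (SD, n = 4) in I.P. mice. Its log2 fold change was -2.39 (standard error 0.36, edgeR adjusted p = 0.751). In S.C. mice it was at 67.8 ± 11.7 CPM (SD, n = 2). Id3, on chromosome 4 from 136143497 to 136145755, was at 0.947 ± 0.376 CPM (SD, n = 2) in DMSO mice and 12.9 ± 21.3 CPM (SD, n = 4) in I.P. mice, with 710 counts in I.P. mouse 1 and 25, 33 and 59 in the others. By S.C. they were Gzma, Ltf, Ngp and Gm5643, upregulated, and Zfp433, Lyve1, 2610301B20Rik and Mlst8, downregulated. Gzma, on chromosome 13 from 113093825 to 113100981, had 222 and 95 counts in the S.C. mice and 2 and 0 in the DMSO mice. Zfp433, on chromosome 10 from 81704825 to 81726686, had 4 and 2 counts in the S.C. mice and 284 and 269 in the DMSO mice. Of the 591 S.C. DEGs, 272 (219 of them downregulated) had fewer than 8 counts in at least 1 of the 4 mice compared.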

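Genes of the pathways were taken from lists written before the counts were seen, and each list was tested against all other genes by camera, a competitive gene set test, with an inter-gene correlation of 0.01. The p-values were adjusted over 10 tests, 5 lists by 2 routes. A list's score in a mouse is the mean log2 CPM over its genes. The inflammatory response list held 61 genes, of which 53 were tested by each route. Its score was 3.37 ± 0.10 (SD, n = 2) in DMSO mice, 3.42 ± 0.56 (SD, n = 4) in I.P. mice and 4.25 ± 0.41 (SD, n = 2) in S.C. mice. The median log2 fold change of its genes was 0.84 by S.C. (camera adjusted p = 2.64e-18) and 0.13 by I.P. (camera adjusted p = 0.756). By I.P., 2 of 4 mice scored above both DMSO mice and 2 below both. Without I.P. mouse 1, the median by I.P. was -0.13 (camera adjusted p = 0.0432), and without I.P. mouse 2 it was 0.28 (camera adjusted p = 0.0198). Of its genes, 9 by S.C. and 0 by I.P. had an adjusted p under 0.05 over the list alone, and 18 and 7 had an unadjusted P under 0.05. Cd14, on chromosome 18 from 36725067 to 36726798, was at 220 ± 3.75 CPM (SD, n = 2) in DMSO mice, 345 ± 337 CPM (SD, n = 4) in I.P. mice and 1432 ± 374 CPM (SD, n = 2) in S.C. mice. Ccl7, on chromosome 11 from 82045712 to 82047525, was downregulated by I.P. with a log2 fold change of -0.93 (standard error 0.22, edgeR adjusted p = 0.98) and lay below both DMSO mice in 4 of 4 mice. Next by p were Ptger2, with 1.25 (standard error 0.33) and 4 of 4 mice above both, and Ccl12, with -1.44 (standard error 0.42) and 4 of 4 below both. Their edgeR adjusted p was 0.98 each.

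The list for the response to reactive oxygen species (ROS) held 50 genes. Its score was 6.12 ± 0.11 (SD, n = 2) in DMSO mice, 6.29 ± 0.15 (SD, n = 4) in I.P. mice and 6.30 ± 0.21 (SD, n = 2) in S.C. mice. The median log2 fold change was 0.18 by I.P. (camera adjusted p = 0.00342) and 0.19 by S.C. (camera adjusted p = 0.00721). All 4 I.P. mice and 1 of 2 S.C. mice scored above both DMSO mice. I.P. mice 2 to 4, each at 6.22, lay close to DMSO mouse 2 at 6.20, and I.P. mouse 1 was at 6.51. Without I.P. mouse 1 the median by I.P. was 0.09 (camera adjusted p = 0.0177). Over the list alone, 0 genes had an adjusted p under 0.05 by either route, with 5 by I.P. and 2 by S.C. at an unadjusted P under 0.05. Gpx3, on chromosome 11 from 54902453 to 54910377, was at 98.3 ± 21.2 CPM (SD, n = 2) in DMSO mice and 171 ± 26.4 CPM (SD, n = 4) in I.P. mice. In S.C. mice it was at 107 ± 2.05 CPM (SD, n = 2), with 0 of 2 above both DMSO mice.

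The mitotic division list held 76 genes. Its score was 5.40 ± 0.12 (SD, n = 2) in DMSO mice, 4.65 ± 0.85 (SD, n = 4) in I.P. mice and 4.93 ± 0.23 (SD, n = 2) in S.C. mice. The median log2 fold change was -0.58 by I.P. (camera adjusted p = 2.64e-18) and -0.37 by S.C. (camera adjusted p = 5.29e-04). When each mouse was left out in turn, it ran from -0.79 to -0.34 by I.P. and from -0.47 to -0.24 by S.C. The values nearest 0 were those without I.P. mouse 1 and without S.C. mouse 1. All 4 I.P. mice and both S.C. mice scored below both DMSO mice, with I.P. mouse 1 lowest at 3.45. Of the 76 genes, 72 fell by I.P. and 59 by S.C., while 0 by either route had an adjusted p under 0.05 over the list alone, and 0 and 2 had an unadjusted P under 0.05. Nusap1, on chromosome 2 from 119618298 to 119651244, was at 48.3 ± 6.66 CPM (SD, n = 2) in DMSO mice, 34.2 ± 22.1 CPM (SD, n = 4) in I.P. mice and 17.6 ± 2.12 CPM (SD, n = 2) in S.C. mice.

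The choice of test moved lists across the threshold. Under fry, which lets the genes of a list vary together between mice, the adjusted p of the 3 lists lay between 0.301 and 0.926, and with camera's inter-gene correlation estimated from the data it lay between 0.246 and 0.906. Under a preranked GSEA the inflammatory list by I.P. had an adjusted p of 0.0126, the ROS list had 0.0636 by both routes, and the mitotic list had 0.00186 by I.P. and 0.0126 by S.C.

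**Figure D1:**
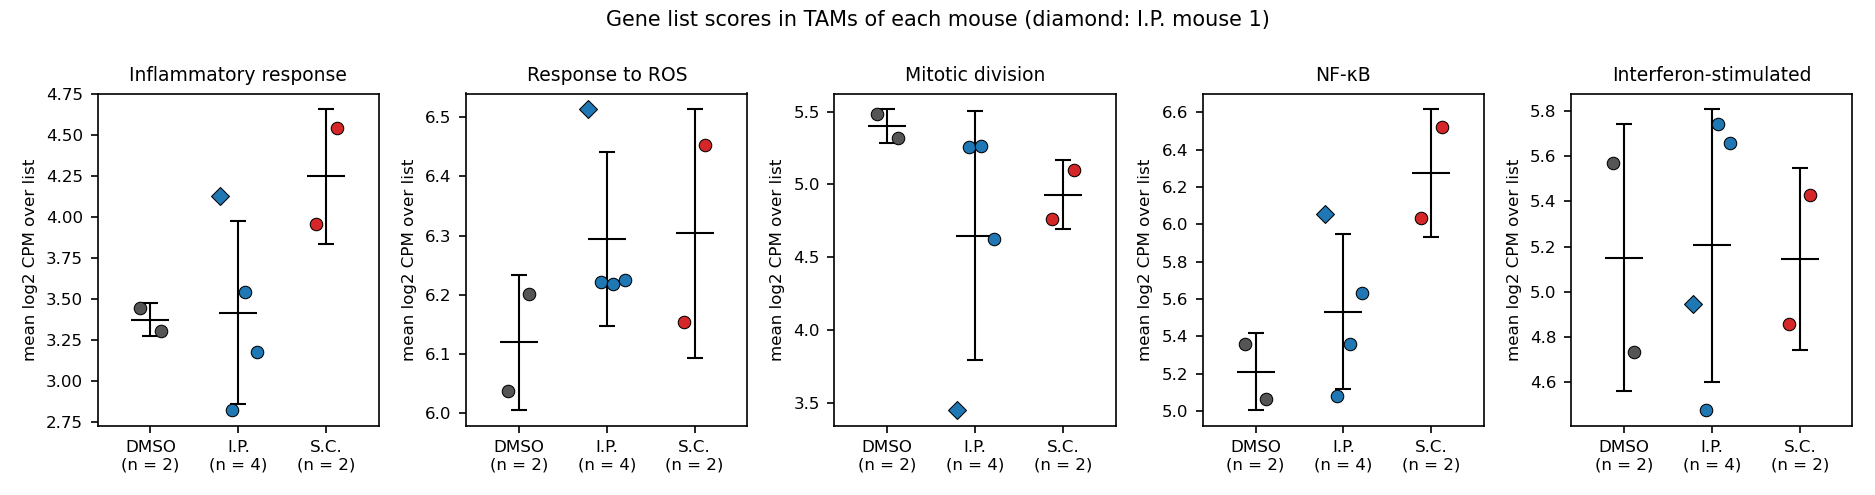
Score of each gene list, the mean log2 CPM over its genes, in each of 8 mice, for inflammatory response, response to ROS, mitotic division, NF-κB and interferon-stimulated genes. Points are mice, the diamond is I.P. mouse 1, horizontal bars are means and whiskers are SD. In the mitotic panel all 6 thiostrepton-treated mice lie below the DMSO mice, and in the inflammatory panel 2 of the 4 I.P. mice and both S.C. mice lie above them.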

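Tnf lies on chromosome 17 from 35199381 to 35202007, Il1b on chromosome 2 from 129364570 to 129371139, and Cxcl1 (90891241 to 90893115) and Cxcl2 (90903871 to 90905938) next to each other on chromosome 5. In DMSO mice they were at 33.4 ± 11.1, 7.98 ± 1.46, 3.42 ± 2.52 and 22.4 ± 9.67 CPM (SD, n = 2). In S.C. mice they were at 120 ± 4.57, 312 ± 92.4, 127 ± 30.2 and 455 ± 20.6 CPM (SD, n = 2). In I.P. mice they were at 99.4 ± 84.9, 60.0 ± 111, 39.9 ± 75.0 and 167 ± 291 CPM (SD, n = 4).

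By S.C. all 4 genes met the paper's criterion, and both mice lay above both DMSO mice for each. The log2 fold change of Tnf was 1.84 (standard error 0.37, edgeR adjusted p = 0.747), that of Il1b 5.29 (standard error 0.43, adjusted p = 0.151), that of Cxcl1 5.21 (standard error 0.67, adjusted p = 0.533) and that of Cxcl2 4.34 (standard error 0.44, adjusted p = 0.362). By I.P. 0 of the 4 genes met it. Their log2 fold changes were 1.56 (standard error 0.75) for Tnf, 2.90 (standard error 1.90) for Il1b, 3.52 (standard error 2.01) for Cxcl1 and 2.88 (standard error 1.60) for Cxcl2 (edgeR adjusted p = 0.98 for each).

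For each of the 4 genes the SD of the I.P. mice was larger than the difference between their mean and that of the DMSO mice. I.P. mouse 1 was at 219 CPM for Tnf, 226 for Il1b, 152 for Cxcl1 and 604 for Cxcl2. I.P. mice 2 to 4 lay between 26.4 and 98.8 CPM for Tnf, 1.02 and 7.68 for Il1b, 2.16 and 2.75 for Cxcl1, and 16.3 and 23.8 for Cxcl2. For Il1b, Cxcl1 and Cxcl2, 1 of 4 I.P. mice lay above both DMSO mice, and for Tnf 3 of 4 did. Without I.P. mouse 1, the log2 fold changes by I.P. were 0.82 for Tnf, -0.79 for Il1b, -0.53 for Cxcl1 and -0.11 for Cxcl2. Leaving out another I.P. mouse kept the 4 values between 1.58 and 3.95. Under edgeR's likelihood ratio test 3 of the 4 genes met the criterion by I.P., all but Il1b, and under DESeq2 1 did, Tnf, with no p-value given by DESeq2 for the other 3.

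With same-numbered mice paired, the log2 difference in S.C. mice 1 and 2 was 1.57 and 2.18 for Tnf, 5.13 and 5.37 for Il1b, 5.92 and 4.81 for Cxcl1, and 4.81 and 4.00 for Cxcl2. Paired the other way it stayed between 1.49 and 6.40. In I.P. mice 1 and 2 the same-numbered differences were 2.40 and 0.05 for Tnf, 5.00 and -0.81 for Il1b, 6.44 and -1.16 for Cxcl1, and 5.26 and -0.84 for Cxcl2. Paired the other way they were 3.09 and -0.64, 4.63 and -0.44, 4.84 and 0.44, and 4.36 and 0.07. For I.P. mouse 2 the sign thus depended on the pairing for all of these genes but Il1b. The S.C. and I.P. mice were also compared with each other, and the log2 difference of S.C. over I.P. was 0.29 for Tnf, 2.39 for Il1b, 1.69 for Cxcl1 and 1.46 for Cxcl2 (edgeR adjusted p from 0.76 to 0.954).

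**Figure D2:**
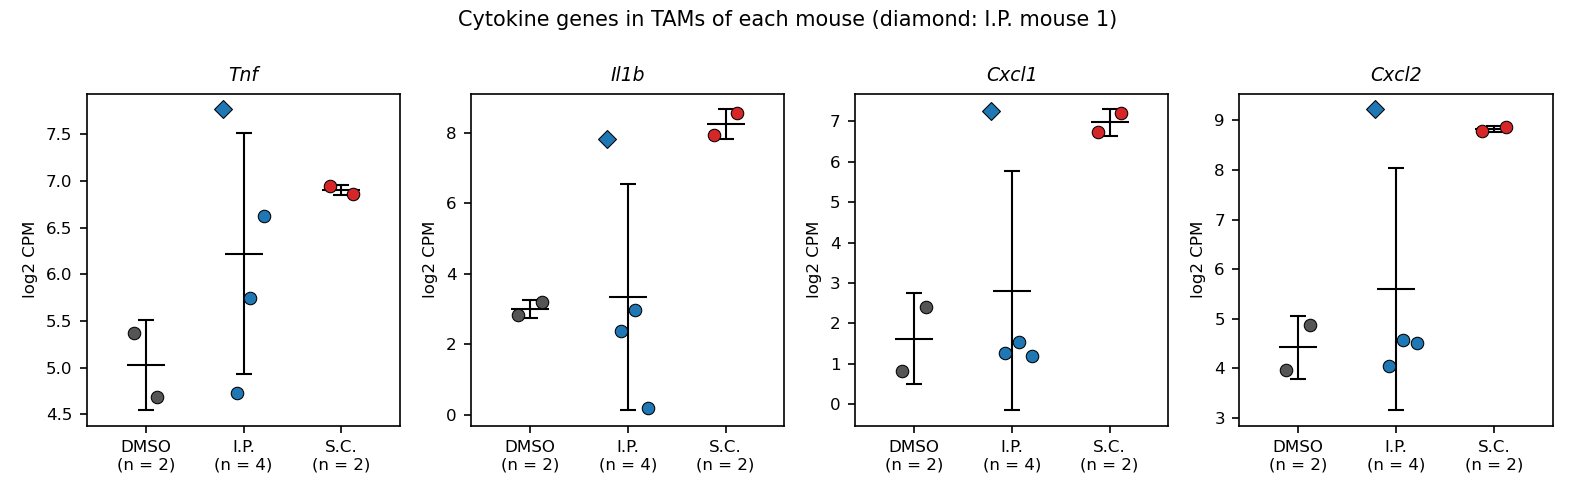
Expression of Tnf, Il1b, Cxcl1 and Cxcl2 in log2 CPM (y axes, each with its own range) in the TAMs of each of 8 mice. Points are mice, the diamond is I.P. mouse 1, horizontal bars are means and whiskers are SD. For Il1b, Cxcl1 and Cxcl2, I.P. mouse 1 lies near the S.C. mice and I.P. mice 2 to 4 near or below the DMSO mice.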

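Across the 11600 genes tested by both routes, the log2 fold changes by I.P. and by S.C. had a Pearson correlation of 0.30 and a Spearman correlation of 0.35. Genes are not independent replicates, so no p-value is given. The same 2 DMSO mice were the controls of both comparisons. With DMSO mouse 1 as the control for I.P. and DMSO mouse 2 for S.C., the correlation was 0.03, and with the controls exchanged it was 0.21. In 20 sets of counts simulated with no effect of treatment, shared controls alone gave correlations between 0.58 and 0.60, and separate controls gave between -0.01 and 0.03. In these sets every mouse had the same dispersion trend. The real DMSO mice were more alike (Spearman correlation 0.976) than the S.C. mice (0.904). The simulated values therefore do not show what shared controls alone would give here. Of the genes tested by both routes, 203 were DEGs by I.P. and 564 by S.C. The lists shared 48 genes with the same direction, 37 upregulated and 11 downregulated, and 3 with opposite directions, where 9.87 shared genes are expected if the lists were independent (Fisher's exact test, two-sided, P = 4.09e-23). The simulated counts with no effect gave a median of 90.5 shared DEGs of the same direction from the shared controls alone, with the same limit. With the mean CPM of at least 10 required, the correlation over 7693 genes was 0.49. In the direct comparison of S.C. with I.P. mice, 0 of 12206 genes had an adjusted p under 0.05 and 1049 had an unadjusted P under 0.05.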

The expression of the proinflammatory cytokines, including *Tnf*, *Il1b*, *Cxcl1*, and *Cxcl2*, were also significantly upregulated (Fig. 6f), consistent with the results from thiostrepton treatment of hMDMs in vitro (Fig. 5a).

To further confirm the antitumor effects of thiostrepton in vivo, we injected i.v. luciferase-expressing human B lymphoma cells into NSG mice. Tumor-bearing mice were treated with rituximab (anti-CD20), thiostrepton, or both at 2 and 3 weeks post tumor engraftment. Quantification of tumor burden by bioluminescence imaging showed that thiostrepton alone or together with rituximab significantly reduced the tumor burden in the bone marrow (Supplementary Fig. 12a, b). Consistently, higher percentages of F4/80^+^CD11b^+^ macrophages with higher expression of MHCII were found in the bone marrow of mice treated with thiostrepton than mice given vehicle or rituximab (Supplementary Fig. 12c–f). Moreover, other M1-activating compounds, cucurbitacin I and mocetinostat, also inhibited B16F10 growth by activating macrophages both in vitro and in vivo (Supplementary Fig. 13). Taken together, M1-activating compounds could reprogram TAMs into proinflammatory macrophages to inhibit tumor growth in vivo.

## Discussion

Our high-throughput phenotypic screen is based on macrophage cell shape changes in response to compound treatment. Cell shape change is a valid phenotypic profiling of macrophage activation based on the following considerations. First, cell shape changes are mediated by changes in cytoskeleton dynamics and are known to associate with different states of cell function in general^34,35^. More specifically, both mouse and human macrophages are known to exhibit dramatically different cell shapes following activation into different phenotypes in vitro: an elongated shape for M2-like macrophages and round shape for M1-like macrophages^18,21^. Consistently, we show that known M1-activating stimuli LPS, IFNγ, and TNFα induce round cell shape, whereas known M2-activating stimuli IL-4, IL-13, and IL-10 induce elongated cell shape (Fig. 1). Similarly, GM-CSF-induced round human macrophages and M-CSF-induced elongated human macrophages exhibit M1-like and M2-like phenotypes^36^, respectively, based on cytokine profiles^18,37^ and the genome-wide gene expression^19,20^. Second, inducing cytoskeleton changes by extracellular stress^21^ or drug paclitaxel^38^ are known to lead to macrophage polarization. In our study, we also identified several compounds/drugs that modulate macrophage morphology by directly regulating actin-cytoskeleton, including paclitaxel as well as other M1-activating compounds: cytochalasin-B, fenbendazole, parbendazole, and methiazole, and M2-activating compounds: podofilox, colchicine, and vinblastine sulfate. Analyses of human macrophage responses to fenbendazole and paclitaxel further confirm that both drugs activate macrophages toward M1-like phenotype at the transcriptional and translational levels (Figs. 2c and 4 and Supplementary Figs. 3c and 5). Third, although we use cell shape change as a high-throughput readout in the initial phenotypic screen, we confirm the effects of over 40 selected compounds on macrophage activation by RNA-seq (Figs. 2 and 4) and by flow cytometry (Supplementary Fig. 5). As expected, pathway analysis of DEGs identified cell morphogenesis and cytoskeleton organization as major GO terms that are regulated by the compounds (Fig. 4c). Thus, the cell shape-based phenotypic screen with primary human macrophages is a valid approach and can be extended to much larger compound libraries as the microscopy-based cell shape profiling can be easily scaled up. As further discussed below, the combination of the phenotypic screen and transcriptional analysis could be a powerful approach to identify compounds and their mechanisms of action in macrophage activation for new drug development.

Our study identifies compounds, targets, and pathways that mediate macrophage activation and sheds light on the underlying molecular mechanisms. In our library, many compounds have known protein targets. Based on functional pathway enrichment analysis of protein targets of M1- or M2-activating compounds, we identified known pathways, such as cytokine, in macrophage activation. More importantly, we identified many new pathways, including leptin, VEGF, EGF, and neurotransmitter, that mediate macrophage activation. Although studies have shown these pathways in macrophage function^39–43^, their effects on macrophage activation and underlying mechanisms are unknown. Our transcriptional analysis of macrophages suggests that the ligands of these pathways activate macrophages by regulating gene expression of both typical M1 and M2 modules. For example, in hMDMs, leptin upregulates the expression of typical M1 modules induced by IFNγ while suppresses the expression of chronic inflammation TPP modules (Fig. 2). Notably, the ligands of serotonin transporter and receptors, histamine transporter and receptors, dopamine transporter and receptors, and adrenoceptors all stimulate M1-like macrophage activation, suggesting the cross-talk between neuronal and immune systems and the potential roles of macrophage activation in neurological diseases^44^.

Recent studies have shown that macrophages exhibit a multidimensional spectrum of phenotypes beyond M1 and M2^3,5,6,9^. Our identification of a diverse panel of macrophage-activating compounds that target GPCRs, enzymes, kinases, NHRs, and transporters (Fig. 1g) adds to the molecular basis of macrophage plasticity and further identifies new pathways in macrophage activation. Our extensive transcriptional analysis with over 40 selected compounds identifies how each compound stimulates macrophage activation through shared mechanisms and unique pathways. As expected, all compounds modulate macrophage activation through common pathways such as inflammatory response, immune response, and chemokine- and cytokine-mediated signaling pathways. Furthermore, each compound induces unique transcriptional responses of macrophages through their specific cellular targets, and many of these unique pathways are so far not known to mediate macrophage activation. For example, thiostrepton has been shown to have antiproliferative activity in cancer cells by inhibiting proteasome function or FOXM^29–31^. 

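In the TAMs of the mice given thiostrepton, the list of NF-κB genes (subunits, inhibitors, feedback regulators and survival genes downstream of TNF) held 37 genes. Its score was 5.21 ± 0.21 (SD, n = 2) in DMSO mice, 5.53 ± 0.42 (SD, n = 4) in I.P. mice and 6.28 ± 0.34 (SD, n = 2) in S.C. mice. The median log2 fold change was 0.30 by I.P. (camera adjusted p = 5.29e-04) and 0.85 by S.C. (camera adjusted p = 1.11e-22). By I.P., 3 of 4 mice scored above both DMSO mice, and both S.C. mice did. Without I.P. mouse 1 the median by I.P. was 0.10 (camera adjusted p = 0.0651). Under fry the adjusted p was 0.495 by I.P. and 0.301 by S.C. With camera's inter-gene correlation estimated from the data it was 0.391 and 0.246, and under a preranked GSEA 0.0125 and 0.00129. Over the list alone, 4 genes by S.C. and 0 by I.P. had an adjusted p under 0.05, with 13 and 3 at an unadjusted P under 0.05. Nfkbia, on chromosome 12 from 55489410 to 55492647, was at 105 ± 5.7 CPM (SD, n = 2) in DMSO mice, 341 ± 418 CPM (SD, n = 4) in I.P. mice and 573 ± 49.3 CPM (SD, n = 2) in S.C. mice. Sqstm1, on chromosome 11 from 50199366 to 50210827, was at 634 ± 24.1 CPM (SD, n = 2) in DMSO mice and 1335 ± 378 CPM (SD, n = 4) in I.P. mice, all 4 above both DMSO mice.

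The list of interferon-stimulated genes held 43 genes. Its score was 5.15 ± 0.59 (SD, n = 2) in DMSO mice, 5.21 ± 0.61 (SD, n = 4) in I.P. mice and 5.14 ± 0.40 (SD, n = 2) in S.C. mice. The DMSO mice differed by more than the groups, at 5.57 and 4.73. The median log2 fold change was 0.08 by I.P. (camera adjusted p = 0.613) and 0.22 by S.C. (camera adjusted p = 0.191). Without I.P. mouse 2 the I.P. value was 0.24 (camera adjusted p = 0.00197). With same-numbered mice as a block it was -0.35 (camera adjusted p = 1.32e-04), and with the numbers crossed it was also -0.35. I.P. mice 3 and 4, with scores of 5.75 and 5.66, share no number with a DMSO mouse and do not enter these 2 values. I.P. mice 1 and 2, with scores of 4.94 and 4.47, gave -0.37 without a block (camera adjusted p = 8.6e-05). Over the list alone, 0 genes had an adjusted p under 0.05 by either route, with 0 by I.P. and 3 by S.C. at an unadjusted P under 0.05. Of these 3, Mx2 and Parp9 fell and Irf1 rose. Mx2 had 31 and 26 counts in the DMSO mice and 0 and 2 in the S.C. mice, and Parp9 had a log2 fold change of -1.17 by S.C. (standard error 0.45, edgeR adjusted p = 0.902). Gbp7 by I.P. had a log2 fold change of -1.04 (standard error 0.52, edgeR adjusted p = 0.98). Rsad2, on chromosome 12 from 26442746 to 26456452, was at 109 ± 24.6 CPM (SD, n = 2) in DMSO mice, 220 ± 129 CPM (SD, n = 4) in I.P. mice and 118 ± 18.8 CPM (SD, n = 2) in S.C. mice. Irf1, on chromosome 11 from 53770014 to 53778374, was at 73.0 ± 19.1 CPM (SD, n = 2) in DMSO mice, 89.1 ± 57.5 CPM (SD, n = 4) in I.P. mice and 191 ± 118 CPM (SD, n = 2) in S.C. mice.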

In both human and mouse macrophages, thiostrepton upregulates expression of proinflammatory genes, as well as genes associated with IFN/NFκB pathway and oxidative-reduction process (Fig. 5 and Supplementary Fig. 11). The transcriptional analysis also reveals that most of the identified compounds stimulate macrophage activation through modulating a fraction of M1- or M2-specific gene modules as well as common denominators that are induced by M1- or M2-activating cytokines (Fig. 4c, d). The milder effect is expected as individual compound only regulates specific signaling pathways through relevant protein targets (Fig. 4e). These observations further shed light on the nature of macrophage activation. The identified large panel of small molecule compounds and their corresponding targets and pathways are a rich resource for further studying basic macrophage biology.

Our study also provides a rich resource for exploring compounds/targets/pathways for modulating macrophage activation in disease intervention. Reprogramming macrophage has emerged as a significant approach for treating a variety of diseases^7–9^. Suppression or reprogramming of M2-like TAMs into M1-like macrophages by small molecule compounds is associated with induction of a strong antitumor activity alone or in combination with other therapeutics^14–17^. Similarly, suppression or reprogramming of M1-like macrophages into M2-like state significantly inhibits the progression of inflammatory and autoimmune diseases^45,46^. In this study, we confirm M1-activating compounds thiostrepton and cucurbitacin I potently reprogram TAMs toward M1-like macrophages and enhance antitumor activity either alone or in combination with an antibody therapeutic (Fig. 6 and Supplementary Figs. 12 and 13), suggesting that M1-activating compounds can be explored for reprogramming M2-like macrophages for the treatment of cancer and fibrosis where M2-like macrophages play a significant role in the disease processes. Similarly, M2-polarizing compounds can be explored for the treatment of inflammatory diseases by suppressing the inflammatory activities of M1-like macrophages. 

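In TAMs of the thiostrepton experiment, 8 M1 markers that the paper names were read from the counts, the cytokine genes Tnf, Il1b, Cxcl1 and Cxcl2 with Nos2, Ccl5, Cd80 and Cd86. Their mean log2 CPM was 3.69 ± 0.03 (SD, n = 2) in DMSO mice, 3.99 ± 1.36 (SD, n = 4) in I.P. mice and 6.10 ± 0.26 (SD, n = 2) in S.C. mice. The median log2 fold change was 1.40 by S.C. (camera adjusted p = 6.7e-25 over 4 tests) and 1.08 by I.P. (camera adjusted p = 0.603). The 4 cytokine genes are those the paper reports as upregulated in these same mice, so the list is not independent of the data. Neither fry nor camera with an estimated correlation was run for this list against the DMSO mice. By I.P., 2 of 4 mice scored above both DMSO mice and 2 below both. Apart from the cytokine genes, the log2 fold changes lay between -0.64 (Cd80) and 0.61 (Ccl5) by I.P. and between 0.37 (Nos2) and 0.95 (Cd80) by S.C., and none of the 4 had an unadjusted P under 0.05 by either route. The I.P. value of Ccl5 was -0.42 with same-numbered mice as a block and -0.41 with the numbers crossed, fits to which I.P. mice 3 and 4 add nothing, and 0.10 for I.P. mice 1 and 2 without a block.

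The 8 TAM/M2 markers that the paper names were Arg1, Retnla, Chi3l3 (Ym1), Vegfa, Tgfb1, Mrc1 (CD206), Cd163 and Ccl24. Their mean log2 CPM was 5.10 ± 1.05 (SD, n = 2) in DMSO mice, 5.11 ± 0.82 (SD, n = 4) in I.P. mice and 4.77 ± 0.19 (SD, n = 2) in S.C. mice. Their median log2 fold change was 0.21 by I.P. and -0.48 by S.C. (camera adjusted p = 0.603 for both). Chi3l3, on chromosome 3 from 106147554 to 106167564, had the largest I.P. change of the 8. It was at 15.2 ± 15.6 CPM (SD, n = 2) in DMSO mice, 107 ± 128 CPM (SD, n = 4) in I.P. mice, 2 of 4 of them above both DMSO mice, and 44.4 ± 37.4 CPM (SD, n = 2) in S.C. mice. Its log2 fold change was 2.80 by I.P. (standard error 1.36, edgeR adjusted p = 0.98) and 1.55 by S.C. (standard error 1.02, edgeR adjusted p = 1), and without I.P. mouse 1 the I.P. value was 1.59. The log2 fold change of Arg1 was -0.83 by I.P. and -0.48 by S.C. Mrc1, on chromosome 2 from 14229392 to 14332057, was at 763 ± 204 CPM (SD, n = 2) in DMSO mice, 518 ± 29.9 CPM (SD, n = 4) in I.P. mice, and at 265 and 467 CPM in the 2 S.C. mice. Its log2 fold change was -0.57 by I.P. (standard error 0.23, edgeR adjusted p = 0.98) and -1.06 by S.C. (standard error 0.41, edgeR adjusted p = 0.902), with all 6 treated mice below both DMSO mice. Cd163, on chromosome 6 from 124304656 to 124330527, was at 47.1 ± 25.3 CPM (SD, n = 2) in DMSO mice, 79.8 ± 52.1 CPM (SD, n = 4) in I.P. mice and 8.83 ± 3.91 CPM (SD, n = 2) in S.C. mice. Its log2 fold change was 0.75 by I.P. (standard error 0.56, edgeR adjusted p = 0.98) and -2.41 by S.C. (standard error 0.60, edgeR adjusted p = 0.747). Ccl24, on chromosome 5 from 135569937 to 135573049, had 57 and 550 counts in the DMSO mice, between 41 and 168 in the I.P. mice, and 82 and 24 in the S.C. mice. Its log2 fold change was -1.92 by I.P. (standard error 0.81, edgeR adjusted p = 0.98) and -2.32 by S.C. (standard error 1.14, edgeR adjusted p = 0.995), and without DMSO mouse 2 these values were 0.29 by I.P. and -0.13 by S.C. Vegfa was upregulated by S.C. with a log2 fold change of 1.61 (standard error 0.35, edgeR adjusted p = 0.747), and by I.P. it was 0.35 (standard error 0.46, edgeR adjusted p = 0.98). Over the 16 markers tested by I.P., 0 had an adjusted p under 0.05 over the markers alone and 2 had an unadjusted P under 0.05. Over the 15 tested by S.C., these counts were 6 and 7, and over all genes tested the adjusted count was 0 by both routes.

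Citing Fig. 6 and Supplementary Figs. 12 and 13, the paper states that thiostrepton and cucurbitacin I reprogram TAMs toward M1-like macrophages. It also reports flow cytometry of TAMs, with more iNOS and CD86 and less Arg1 after thiostrepton. The values here are of RNA and do not measure these proteins.

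**Figure D3:**
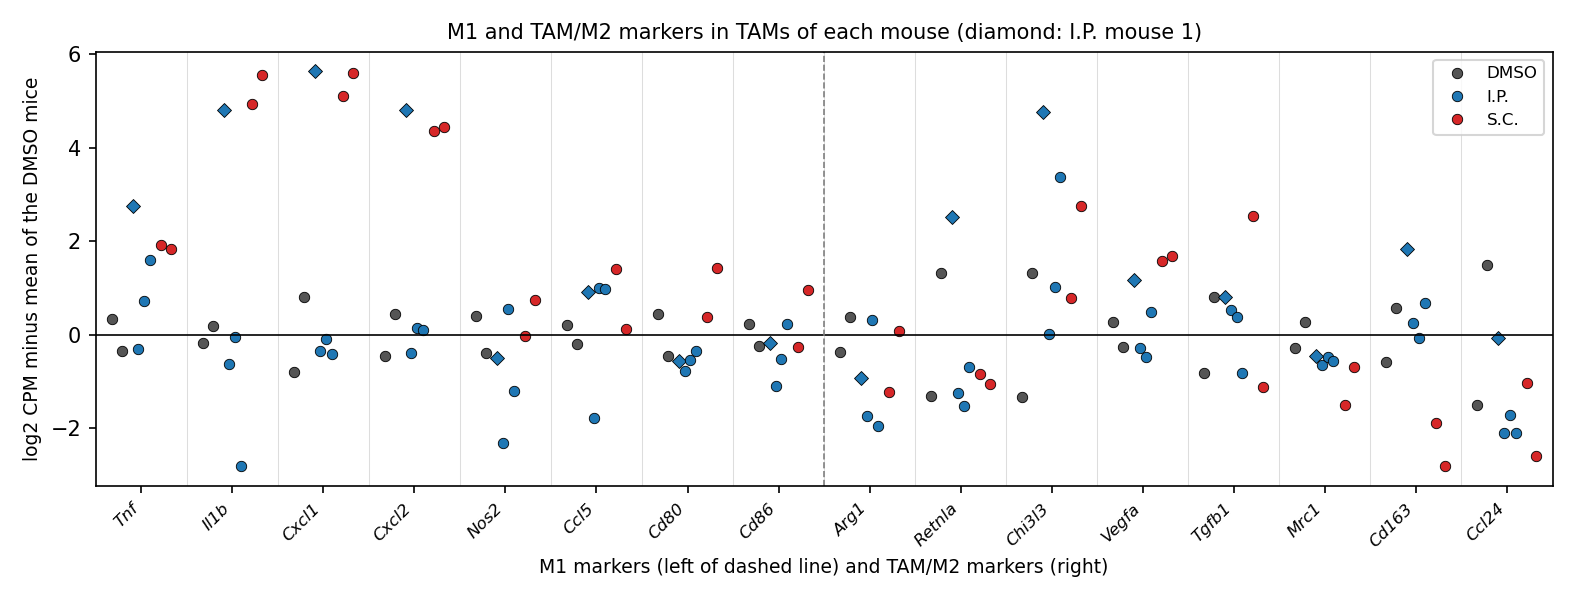
Expression of 8 M1 markers (left of the dashed line) and 8 TAM/M2 markers (right) in each of 8 mice, as log2 CPM minus the mean of the DMSO mice. Points are mice and diamonds are I.P. mouse 1. Mrc1 lies below 0 in all 6 treated mice, and Cxcl1 lies far above 0 in both S.C. mice and I.P. mouse 1 alone.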

In complex diseases, pathogenic macrophages are known to be heterogeneous including both M1- and M2-like phenotypes or have a transit, or intermediate phenotype with mixed characteristics of M1-like and M2-like phenotypes, or exhibit a dynamic phenotype during the disease progression^47–49^. To target the desired macrophage population, it is critical to suppress the expression of signature genes/pathways in the pathogenic macrophages at the correct time window. Our identification of unique pathways modulated by each compound provides a basis for selecting the appropriate compounds to reprogram macrophages for precision disease intervention.

## Methods

### hMDMs and cell lines

Human peripheral blood mononuclear cells (PBMCs) were isolated from fresh blood, purchased from Research Blood Components, LLC, by density gradient centrifugation with Ficoll-Paque Plus (GE Healthcare) and Leucosep^TM^ (Greiner Bio-One). Human monocytes were purified from PBMC using the EasySep^TM^ Human Monocyte Isolation Kit (Stemcell Technologies) according to the manufacture’s protocol. For in vitro differentiation of monocytes into human macrophages (M0, primary macrophage), isolated monocytes were cultured in complete RMPI1640 supplemented with 10% fetal calf serum (FCS) (Gibco), 2 mM L-glutamine (Corning) and 1% PenStrep solution (Corning) in the presence of 50 ng/mL recombinant human M-CSF (Peprotech) for 7 days. Tumor cell line B16F10 were purchased from ATCC and cultured in complete DMEM supplemented with 10% FCS, 1% PenStrep, and 2 mM L-glutamine. Human monocyte cell line (THP-1) was purchased from ATCC and cultured in complete RPMI 1640 containing 10% FCS, 2  mM L-glutamine, 1% nonessential amino acids (Lonza), 1 mM sodium pyruvate (Cellgro), and 1% PenStrep. Luciferase-expressing human lymphoma B cell line (GMB) was described previously^17^ and cultured in complete RPMI 1640 containing 10% FCS, 2  mM L-glutamine, 0.55 mM 2-mercaptoethanol (Gibco), 1% nonessential amino acids (Lonza), 1 mM sodium pyruvate (Cellgro), and 1% PenStrep. All uses of human material have been approved by the Institutional Review Board at Massachusetts Institute of Technology (MIT).

### High-throughput compound screening, high-content microscope, and image analysis

Based on the shape difference of M1 (round) and M2 (elongated) differentiated macrophages, we developed a high-throughput method to screen compounds which could modulate macrophage polarization. Human M0 primary macrophages differentiated from monocytes in vitro were seeded using a Multidrop Combi Dispenser (Thermo Scientific) at a density of 5000 cells/well in 50 μL complete RPMI in the presence of 10 ng/mL M-CSF into optical 384-well plates (Cat. 393562, BD Falcon) and cultured for 16 h for cell recovery. Around 20% of macrophages at this stage (M0) were elongated. Cells were treated with a library of 4126 compounds or drugs at the final concentration of 20 μM using the CyBi-Well simultaneous pipettor (CyBio). The compound library composes of 2066 bioactive compounds, 320 FDA-approved drugs, 440 oncological drugs, and 1280 natural compounds from the Center for the Development of Therapeutics at Broad Institute of MIT and Harvard. After 24 h incubation, supernatants were removed using the microplate washer (Bioteck) and cells were fixed by adding 50 μL 16% paraformaldehyde (Thermo Scientific) with the dispenser for 20 min. Cells were then washed with 50 μL 1xPBS twice and incubated for 20 min with NucBlue and AF746 Phalloidin (Invitrogen) to stain nucleus and cytoskeleton. Cells were then washed with 50 μL 1xPBS twice and maintained in PBS for image acquisition. Plates were read in the Opera Phenix high content screening system (PerkinElmer) to photograph cells using ×20 objective in two fluorescent channels (blue and far red). A total of six different fields in each well and an average of 1000 cells were imaged per well. CellProfiler^22^ was used to identify each cell by overlapping signals from its nucleus and cytoskeleton, and calculate the eccentricity as the parameter to measure cell morphology. The *Z*-score was calculated by *T*-test to measure the difference of cell morphology between each treatment and control. The first and last two columns of each row of the 384-well plate were treated with the same concentration of DMSO and combined as the control for the other 20 treatment wells in that row. For positive controls, classical M1 and M2 stimuli were added to each plate to generate the gold-standard *Z*-score cutoffs with M1 or M2 activation. M1 stimuli include LPS (100 ng/mL), IFNγ (50 ng/mL, Peprotech), TNFα (50 ng/mL, Peprotech), or IFNγ plus TNFα. M2 stimuli include IL-10 (10 ng/mL, Peprotech), IL-4 (10 ng/mL, Peprotech), or IL-13 (5 ng/mL, Peprotech). The gold-standard *Z*-scores were used as the cutoffs to identify compounds that activate macrophage into M1 or M2 state.

To screen for compounds which could reactivate or reprogram differentiated macrophages, 127 M1-activating and 180 M2-activating compounds from the first-round screen were cherry-picked. Human macrophages were seeded into optical 384-well plates for 16 h and then differentiated into either M1 macrophages in complete RPMI with 50 ng/mL IFNγ and 50 ng/mL TNFα or M2 macrophages in complete RPMI with 5 ng/mL IL-4 and 5 ng/mL IL-13. Twenty-four hours later, M1 macrophages were treated with M2-activating compounds and M2 macrophages were treated with M1-activating compounds for 24 h. Two independent experiments were performed with or without replacing differentiating medium right before treatment. Cell imaging and analysis were performed as above.

### Compound target and pathway analysis

The identified compounds were classified based on the database from the International Union of Basic and Clinical Pharmacology (IUPHAR) (guidetopharmacology.org). The protein targets of the compounds were text-mined based on the target databases of UPHAR and DrugBank (drugbank.ca). The pathway enrichment analysis of protein targets of compounds was based on the WikiPathways^50^.

### Mice, antibodies, flow cytometry, and western blotting

Both C57BL/6 (B6) mice (stock #000664) and NOD.Cg-*Prkdc*^*scid*^ *Il2rg*^*tm1wjl*^/SzJ (NSG) mice (stock #005557) were purchased from the Jackson Laboratory and maintained in a specific pathogen-free animal facility at MIT under 12-h light dark cycles, controlled temperature (~23 °C), and 40–50% humidity with free access to food and water. All animal studies and procedures were approved by the MIT Committee on Animal Care (CAC). Experimental and control mice were from the same breeding colony and cohoused. Flow cytometry antibodies specific for mouse CD11b (M1/70), F4/80 (BM8,1:100), MHC^−^II (M5/114.15.2,1:100), Ly6C (HK1.4,1:100), Ly6G (1A8,1:100), Gr-1 (RB6-8C5,1:100), CD80 (16-10A1,1:100), CD86 (GL-1,1:100), CD163 (S15049I,1:100), CD206 (C068C2,1:100), IFNγ (XMG1.2,1:100), and TNFα (MP6-XT22,1:100) were from BioLegend (USA) and iNOS (CXNFT,1:100) from eBioscience (USA). Flow cytometry antibodies specific for human CD80 (2D10,1:50), CD86 (BU63,1:50), CD163 (GHI/61,1:50), and CD206 (15-2,1:50) were from BioLegend (USA) and iNOS (4E5,1:50) from Novus Biologicals (USA). Antibody ARG1 (A1exF5,1:100) specific for both human and mouse was from eBioscience (USA). B16F10 melanoma specific antibody TA99 for in vivo study was prepared as described^33^. Single-cell preparation from different organs, staining of cells with fluorophore-conjugated antibodies, and analysis of the stained cells using flow cytometry are as described^51^. Briefly, cells in single-cell suspension were incubated with specific antibodies at 4 °C for 20 min, washed twice, and resuspended in FACS buffer containing DAPI. Cells were fixed and permeabilized with Cyto-Fast Fix/Perm Buffer Set (BioLegend) for intracellular staining according to the manufacture’s protocol. T cells were stimulated with the cell stimulation cocktail (eBioscience) for 4 h and then fixed/permeabilized for intracellular staining. Cells were run on BD-LSRII, collecting 20,000–100,000 live cells per sample. The data were analyzed by FlowJo.

Proteins were extracted from equal number of THP-1 cells with the CelLytic™ Lysis Reagent (Sigma). Samples containing 20 μg total protein (BCA™ Protein Assay Kit, Pierce Biotechnology) were resolved on a 10% SDS-PAGE gel and electro-transferred onto a PVDF membrane (Millipore Corporation). The membrane was blocked in 5% (w/v) fat-free milk in PBST (PBS containing 0.1% Tween-20). The blot was hybridized overnight with primary antibodies: anti-pSRC (D49G4, Cell signaling technology, 1:1000) and pSIK1/2/3 (#ab199474, Abcam, 1:1000) according to the recommended dilution in 5% fat-free milk. The blot was washed twice in PBST and then incubated with anti-Rabbit HRP-conjugated secondary antibody (Cell Signaling Technology, 1:2000) in 5% fat-free milk. The membrane was washed twice in PBST and subjected to protein detection by ECL Plus Western Blotting Detection System (GE Healthcare) before being exposed to a Kodak BioMax XAR film. The membrane was stripped and reblotted with the anti-β-tubulin (D49G4, Cell Signaling Technology) for protein loading control.

### Mouse tumor model and treatment

For the melanoma model, an inoculum of 1 × 10^6^ B16F10 tumor cells was injected subcutaneously on the flank of 8–10-week-old male B6 mice in 100 μL sterile PBS. Six days following tumor inoculation, mice were randomized into four treatment groups: control (PBS or DMSO), tumor-targeting antibody TA99, compound, and compound plus TA99. TA99 was administered at 100 μg per dose intraperitoneally. The compound was administrated at the indicated dosage by either I.P. or paratumor S.C. injection. All mice were dosed at day 6 and day 12 post tumor inoculation for a total of two treatments and monitored daily. Tumor size was measured as an area (longest dimension × perpendicular dimension) at day 6, day 12, and day 18 post tumor inoculation. Mice were euthanized by CO_2_ narcosis for analyses at day 18 post tumor inoculation before tumors reach the maximal size of 500 mm^2^ allowed in our approved MIT CAC protocol. For the lymphoma model, 1 × 10^7^ GMB cells was injected through tail vein in 100 μL sterile PBS into 10–12-week-old male NSG mice. Mice were treated 2 weeks post tumor cell engraftment. Tumor-targeting antibody rituximab (InvivoGen) was administered at 10 mg/kg intraperitoneally. The compound was administrated I.P. at the indicated dosage. All mice were dosed at week 2 and week 3 post tumor injection for a total of two treatments and monitored daily. Tumor growth and spread was visualized using an IVIS Spectrum-bioluminescent imaging system (PerkinElmer) at weeks 2, 3, and 4 post tumor injection. Images were analyzed with the Living Image Software (PerkinElmer). Mice were euthanized by CO_2_ narcosis for analysis at week 4 post tumor inoculation

### Histopathology and immunochemical staining

Mice were euthanized and tumor tissues were harvested and fixed with 10% neutral-buffered formalin solution (Sigma-Aldrich) for 24 h. The tissues were processed with Tissue Processor (Leica Microsystems) and embedded in paraffin. Sections were cut at 5 μM thickness, mounted on polylysine-coated slides (Thermo Fisher Scientific), dewaxed, rehydrated, and processed for hematoxylin and eosin staining according to a standard protocol. For immunochemical staining, antigen retrieval was carried out by microwaving the slides in 0.01 M sodium citric acid buffer (pH 6.0) for 30 min. Sections were then immersed for 1 h in blocking buffer (3% BSA, 0.2% Triton X-100 in PBS), then incubated in primary antibody in blocking buffer at 4 °C overnight, followed by incubation with secondary antibody conjugated HRP at 4 °C for 1 h. Hematoxylin was used as the nuclear counterstain. Stained tumor sections were scanned with a high-resolution Leica Aperio Slide Scanner. Images were analyzed by Aperio ImageScope software.

### Mouse bone marrow-derived macrophages (mBMMs) and TAMs

mBMMs were prepared as described previously^52^. Briefly, fresh bone marrow cells were isolated from B6 mice, plated into a six-well plate with 1 × 10^6^/mL in complete RPMI with 2-mercaptoethanol and cultured for 6 days with medium change every 2 days. mBMMs were differentiated to resemble TAMs in the presence of 10 ng/mL mIL-4 and mIL-13 (Peprotech) or 25 mM lactic acid^53^ or tumor CM for 24 h. To prepare CM, 70% confluent B16F10 cultures were replaced with fresh medium and the tumor medium was collected 24 h later and filtered (0.2 μm). The mixture of three volumes of tumor medium with one volume of complete RMPI for mBMM serves as the CM. Expression of *Arg*, *Fizz1*, and *Vegfa* were quantified by qPCR to assess the development of TAMs. Expression of *Tnf*, *Il1b*, *Nos2*, *Cxcl2*, *Ccl5*, *Ym1*, and *Tgfb* served as macrophage activating markers. To assay the tumor growth inhibition, mBMMs (10,000 cells per well in a 96-well plate) were treated with thiostrepton for 24 h and then cocultured with equal number of B16F10 melanoma cells in fresh complete RPMI for 12 h. Tumor cells were quantified by flow cytometry in the coculture. In addition, the conditioned media from mBBM cultures treated or not treated with thiostrepton were collected and filtered with or without heat inactivation at 95 °C for 5 min. B16F10 melanoma cells were cultured with the CM for 12 h and the surviving tumor cells were quantified by flow cytometry.

### RNA isolation, sequencing, and data analysis

RNAs were extracted with RNeasy MinElute Kit (Qiagen), converted into cDNA and sequenced using Next-Generation Sequencing (Illumina). RNA-seq data were aligned to the mouse genome (version mm10) and raw counts of each genes of each sample were calculated with bowtie2 2.2.3^54^ and RSEM 1.2.15^55^. Differential expression analysis was performed using the program edgeR at *P* < 0.05 with a two fold-change^56^. The gene expression level across different samples was normalized and quantified using the function of cpm. DEGs were annotated using online functional enrichment analysis tool DAVID (http://david.ncifcrf.gov/)^57^. Gene set enrichment analysis were performed with GSEA^58^ with FDR q-value < 0.05. The heatmap figure was visualized with MeV^59^. To quantify the levels of RNA transcripts, total RNA was extracted from various cells and reverse transcribed by TaqMan^TM^ Reverse Transcription Reagents Kit (ABI Catalog No. N8080234), followed by amplification with SYBR Green Master Mix (Roche Catalog No. 04707516001) with specific primers (Supplementary Table 3) and detected by Roche LightCycler 480. The Ct values were normalized with housekeeping gene GAPDH for comparison.

### Macrophage activation network analyses

To determine the central hubs of the core macrophage activation network induced by compounds, transcriptional interactions between genes were first determined by ARACNe^23^ based on the perturbed transcriptional profiles of 34 compounds as well as IFNγ and IL-4 controls. The 12549 expressed genes were taken into calculation of mutual information with *P* value less than 1e−7. The threshold of the data processing inequality theorem from information theory used by ARACNe was set to 0.1 to detect total 400,165 regulatory interactions in the core macrophage activation network. GO enrichment analysis and enrichment map of top 10% central hubs (1255 genes) was performed by BiNGO^27^. The network was visualized by Cytoscape^60^.

### Statistic methods

Statistical significance was determined with the two-sided unpaired or paired Student’s *t* test. The FDRs were computed with *q* = *P* × *n*/*i*, where *P* = *P* value, *n* = total number of tests, and *i* = sorted rank of *P* value.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

Raw RNA-seq data are deposited in the database of Gene Expression Omnibus with accession IDs: GSE144992 and GSE155551. Compound-screening data and DEGs are provided as Supplementary Data files. All other data that support the findings of this study are available from the corresponding authors upon reasonable request. Certain databases of IUPHAR and DrugBank used for text mining the information of compounds are accessible via guidetopharmacology.org and drugbank.ca. Source data are provided with this paper as a Source Data file.

## Source data

Source Data

# Supplementary material for: High-throughput phenotypic screen and transcriptional analysis identify new compounds and targets for macrophage reprogramming
**Source:** Nat Commun. 2021 Feb 3;12:773. doi: 10.1038/s41467-021-21066-x
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: SupplementaryData1.xlsx

Description: Information on compounds used in the phenotypic screen and image quantification data

File Name: SupplementaryData2.xlsx

Description: Pathway analysis of proteins targeted by identified compounds

File Name: SupplementaryData3.xlsx

Description: The differentially expressed genes of hMDM response to compounds for Figure 2d.

File Name: SupplementaryData4.xlsx

Description: The differentially expressed genes of hMDM response to ligands for Figure 2f.

File Name: SupplementaryData5.xlsx

Description: The differentially expressed genes of hMDM response to compounds for Figure 4.

File Name: SupplementaryData6.xlsx

Description: GO enrichment network of top 10% central hub genes associated with macrophage activation.

File Name: SupplementaryData7.xlsx

Description: The differentially expressed genes of tumor macrophage induced by thiostrepton *in vivo*.

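Supplementary Data 7 lists, for each gene called differentially expressed in sorted TAMs, its log2 fold change against DMSO, average log2 CPM and P value, in 1 block for I.P. mice and 1 for S.C. mice, which the file calls IS. The paper's lists hold 318 genes by I.P. (249 upregulated and 69 downregulated) and 553 by S.C. (372 and 181). Of the 243 I.P. DEGs called from the deposited counts by edgeR's quasi-likelihood test, 178 (73.3%) are in the paper's list, and of the 591 S.C. DEGs 308 (52.1%) are. All of the paper's genes that were tested, 318 by I.P. and 551 by S.C., changed in the same direction. The smallest count of a listed gene in any mouse compared was 8 in both blocks, and 10764 and 10020 genes have at least 8 counts in every mouse compared. Among the genes called from the counts, 60 by I.P. and 272 by S.C. were below that. With genes limited to at least 8 counts in every mouse, a filter chosen after the lists were seen, 228 DEGs were called by I.P., 219 of them (96.1%) in the paper's list, and 475 by S.C., 452 of them (95.2%) in it. That filter was also joined to edgeR's likelihood ratio test with dispersions estimated in 3 steps, again chosen after the lists were seen. This setting called 324 DEGs by I.P., 316 of them in the paper's list, and 554 by S.C., 553 of them in it. Across the paper's genes that were tested, the median absolute difference between the paper's log2 fold change and that computed here was 0.00667 by I.P. and 0.00672 by S.C.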

How the deposited data were processed for this re-analysis (not part of the article)

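RNA-seq counts of TAMs sorted from B16F10 tumors of 8 mice were used, 2 given DMSO, 4 given thiostrepton by I.P. and 2 by S.C., with 1 library per mouse. The counts were deposited by the authors, who aligned reads to mm10 with bowtie2 2.2.3 and counted them per gene with RSEM 1.2.15, as whole numbers without normalization. The other experiments of the paper were not analysed here. Mice were grouped by the treatment in their sample labels, in which the S.C. mice are called IS.

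Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15) and scaled by TMM. Each pair of groups was fitted on its own, dispersions were estimated by estimateDisp, and groups were compared by the two-sided quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method over the genes tested. DEGs had an unadjusted P under 0.05 and a change of at least 2-fold, the paper's criterion. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM were computed with a prior count of 2. With 14127506 to 17577466 counts per mouse, 3 counts, taken as the floor, are 0.171 to 0.212 CPM.

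Gene lists were written from general knowledge before the counts were seen, apart from a list of lung genes, which was written after 1 such gene was seen among the counts. Lists were tested by camera with an inter-gene correlation of 0.01. The p-values of the 5 lists for pathways named by the paper were adjusted over 10 tests, and those of the other lists over their own family. The genes named in the text are 16 that the paper names, for thiostrepton or as macrophage markers, in mouse or human macrophages, and the 3 genes of a list with the smallest p, from which the text takes some. To these come, for each route, the 4 largest rises and the 4 largest falls among genes with an adjusted p under 0.05. As there were fewer than 8 such genes, an unadjusted P under 0.05 was used in their place, as the rule provides. Those genes also had all treated mice on one side of both DMSO mice and a mean of at least 5 CPM. Coordinates are from GENCODE vM21, in which 93.0% of the symbols were found.

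The alternatives were no gene filter, a filter of 1 CPM in 2 samples, RLE size factors, library size only, edgeR's likelihood ratio test, DESeq2, all 3 groups in 1 fit, a block for same-numbered mice, and leaving out each mouse. For lists they were fry, preranked GSEA with 10000 permutations, lists without the 4 cytokine genes, and Reactome lists. Alternatives chosen after the data were seen were a block with the numbers crossed and a filter of 8 counts in every sample. I.P. mice 1 and 2 alone against the DMSO mice, camera with an estimated correlation, and the ROS list without Junb and Sod2 were others. So was the likelihood ratio test with dispersions estimated in 3 steps, called 3-step dispersions below. Leaving out mice for the correlation and the shared DEGs of both routes, and all alternatives for the lists in S.C. against I.P. mice, were chosen then too. Correlations of gene-wise deviations between same-numbered mice lay between -0.129 and 0.071, and the analysis reported in the text uses no block.

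The procedure was tested on simulated data, with 20 sets per design that had the depth of these libraries and 1 dispersion trend fitted over all mice. Differences in spread between the groups were not simulated. With no effect, the median number of genes with an adjusted p under 0.05 was 0 for both designs. With 200 genes changed 4-fold, 3.83% (4 against 2) and 3.92% (2 against 2) of the genes with an adjusted p under 0.05 were false, and 70.9% and 76.1% of the DEGs were. Lists of 50 changed genes had a camera p under 0.05 in 20 of 20 sets for each design, and lists of unchanged genes in 0 and 1. The simulated genes vary independently, so this does not show how often lists whose genes vary together would pass.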

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

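The test of a few genes taking most of the counts was set before its result was seen, and the other tests in this part were chosen only after the result was seen.

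Among the 4 I.P. mice, 1 mouse stood far from the other 3 in 4 of 41 genes and list scores tested, where chance gives 2.05. I.P. mouse 1 was high for Cxcl1, Cxcl2 and the ROS score, with a gap to the nearest mouse of 0.946, 0.896 and 0.977 of the whole range. I.P. mouse 2 was low for Ccl5, with a gap of 0.972. A mislabelled S.C. sample was tested by rank correlation over 9224 genes outside the inflammatory, NF-κB and immediate early lists. The mean correlation of I.P. mouse 1 with the S.C. mice minus that with the other I.P. mice was -0.0434. The same measure was also below 0 for S.C. mice 1 and 2 themselves (-0.0498 and -0.0809), so it cannot tell a mislabelled S.C. sample from an I.P. sample. Genes near absent in a S.C. mouse (5 counts or fewer, against at least 50 in each DMSO mouse and I.P. mice 2 to 4, the same lists left out) went against that explanation. Of 141 such genes of S.C. mouse 1, 30 were near absent in S.C. mouse 2 and 3 in I.P. mouse 1, and of 155 of S.C. mouse 2, 30 in S.C. mouse 1 and 10 (6.45%) in I.P. mouse 1. Genes with at least 20 counts in a S.C. mouse and 5 or fewer in those 5 mice could not tell, with 6 of 87 and 6 of 76 reaching 20 counts in the other S.C. mouse and 0 and 7 in I.P. mouse 1. Its total count was 1.03 times the median of the others, its melanocyte score was -1.54 against the highest of the others, and its heat shock score -0.17. With each library scaled without its 10 largest genes, its 4 cytokine genes were still 4.34 log2 units above the DMSO mice. Its neutrophil score was 1.23 above the highest of the other I.P. mice, so neutrophil RNA is a candidate explanation. Between the S.C. mice the cytokine genes differed by 0.28 log2 units and the neutrophil score by 2.02, which does not settle it for I.P. mouse 1. Its immediate early score was 2.11 above the highest of the other I.P. mice, so stress during tissue dissociation is a candidate explanation as well. The heat shock score (-0.17), which was a test of the same explanation, went against it. I.P. mouse 1 also has the lowest label number of the 4, which has a chance of 0.25, and the order of processing cannot be told apart from the pattern. A stronger response of this mouse to thiostrepton is possible too, and the design gives no test that parts it from these.

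S.C. and I.P. mice differed in 10 gene lists when compared directly by camera. The median log2 difference of S.C. over I.P. was 0.74 for inflammatory response (adjusted p = 3.02e-08), 0.72 for NF-κB (adjusted p = 6.87e-10), 0.28 for mitotic division (adjusted p = 0.00122) and 1.21 for the M1 markers (adjusted p = 1.4e-04). It was 0.84 for immediate early genes (adjusted p = 8.28e-08), 0.59 for heat shock genes (adjusted p = 2.62e-08), 1.11 for melanocyte genes (adjusted p = 0.0241), 1.83 for neutrophil genes (adjusted p = 2.2e-08), 1.64 for monocyte genes (adjusted p = 5.6e-05) and 2.73 for lymphoid genes (adjusted p = 2.68e-08). Both S.C. mice scored above both DMSO mice for the inflammatory, NF-κB, M1, immediate early, heat shock, neutrophil and monocyte lists, and 1 of 2 did for the melanocyte and lymphoid lists. Of the 10 lists, heat shock alone kept an adjusted p under 0.05 under both fry (0.00491) and camera with an estimated correlation (0.0353), and over all its alternatives the adjusted p ran from 1.36e-08 to 0.0353. Heat shock genes fell by I.P., with a median log2 fold change of -0.30 against the DMSO mice (camera adjusted p = 1.19e-04) and 4 of 4 mice below both, and rose by S.C. by 0.44 (camera adjusted p = 0.0101), so both routes contribute to this difference. Without I.P. mouse 1 the mitotic difference was 0.04 (adjusted p = 0.754), and its adjusted p ran from 1.48e-06 to 0.942 over its alternatives. The routes also differ in dose and in the site of injection beside the tumor, and these cannot be told apart.

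Against the DMSO mice, the S.C. mice had a median log2 fold change of 1.82 for immediate early genes and 3.06 for neutrophil genes, which the paper does not discuss. Of 23 immediate early genes, 19 had an adjusted p under 0.05 over the list alone (edgeR). Heat shock genes also rose by S.C., by 0.44, so stress during tissue dissociation is a candidate explanation for both S.C. libraries. Whether it accounts for their rise of cytokine, inflammatory and NF-κB genes was not tested. Neutrophil genes were higher in S.C. mouse 2 for 75% of 16 genes and lymphoid genes in S.C. mouse 1 for 71.4% of 14 genes. Both shares are under the 80% set for RNA of such cells in a single library, but they count directions and not sizes. The neutrophil score was 2.02 log2 units higher in S.C. mouse 2 and the lymphoid score 1.48 higher in S.C. mouse 1. RNA of such cells, more in 1 S.C. library than in the other, is therefore a candidate explanation. The neutrophil scores of S.C. mice 1 and 2 (2.25 and 4.27) both lay above those of the DMSO mice (1.02 and 1.16), while the lymphoid score of S.C. mouse 2 (-0.008) lay below that of DMSO mouse 1 (0.114), so lymphoid RNA was not raised in both S.C. libraries.

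Lung genes other than Napsa summed to 39.5 ± 15.1 CPM (SD, n = 2) in S.C. mice, 5.84 ± 4.61 CPM (SD, n = 4) in I.P. mice and 2.04 ± 0.679 CPM (SD, n = 2) in DMSO mice. The list was written after 1 lung gene was seen, and Napsa was left out of the sum after its values were seen, since it made up most of the sum in each DMSO and I.P. mouse. Both S.C. mice lay above both DMSO mice for 100% of 8 lung genes, Napsa among them, where chance gives 16.7% per gene. Of the I.P. mice, 1 and 4 were at 10.7 and 8.82 CPM, and 2 and 3 at 2.57 and 1.29 CPM, against 2.52 and 1.56 CPM in DMSO mice 1 and 2. RNA of lung cells is a candidate explanation for the S.C. libraries and, at lower levels, for those of I.P. mice 1 and 4. No biological explanation was tested.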

How the results depend on the processing

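Of 270 comparisons of a main result with an alternative, 200 kept their direction and side of the threshold or stayed within the range set for a count, 18 were weaker, 3 stronger, 43 moved and 6 reversed. Of 1480 comparisons for single genes, 1311 were unchanged in this sense, 34 were weaker, 83 stronger, 45 moved and 7 reversed. Of 60 for the lists in S.C. against I.P. mice, 39 were unchanged and 21 weaker. Unless a value below shows it, the cause was not tested. Every setting with 3-step dispersions used the likelihood ratio test. Blocks with crossed numbers, dispersions in 3 steps, the filter of 8 counts, I.P. mice 1 and 2 alone, the estimated correlation, the ROS list without 2 shared genes, all alternatives for lists in S.C. against I.P. mice, and leaving out mice for the correlation and shared DEGs of both routes were chosen after the data were seen.

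Genes with an adjusted p under 0.05 numbered 0 by I.P. (418 at an unadjusted P under 0.05), 0 by S.C. (632) and 0 for S.C. against I.P. (1049). By I.P. there were 10 under the likelihood ratio test, 19 under DESeq2, and 7 with 3-step dispersions, 6 when these were joined to the 1 CPM filter and 8 when joined to the 8-count filter. By S.C. there were 10 without a gene filter, 179 under the likelihood ratio test, 106 under DESeq2, 4 with all 3 groups in 1 fit, 19 with the block and 2 with crossed numbers. With the 8-count filter there were 2, with 3-step dispersions 148, and with these joined to the 1 CPM and 8-count filters 125 and 56. For S.C. against I.P. there were 265 under the likelihood ratio test, 234 under DESeq2, 2 with all groups in 1 fit, 1 with the block, and 0 to 2 when each I.P. mouse was left out. DEGs by I.P. numbered 243, against 160 with all groups in 1 fit, 418 with crossed numbers and 366 with 3-step dispersions.

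Of the 4 cytokine genes, 0 met the criterion by I.P., 3 under the likelihood ratio test, 1 each without a gene filter, under DESeq2 and with crossed numbers, 3 with I.P. mice 1 and 2 alone, and 4 in each of the 3 settings with 3-step dispersions. It was 0 to 1 when each I.P. mouse was left out. Without I.P. mouse 1 the log2 fold changes by I.P. of Il1b, Cxcl1, Cxcl2, Vegfa and Tgfb1 were -0.79, -0.53, -0.11, -0.0609 and -0.0761. When each mouse was left out in turn they ran from -0.79 to 3.31, -0.53 to 4.61, -0.11 to 3.43, -0.0609 to 0.64 and -0.46 to 1.17. The rise of Il1b, Cxcl1 and Cxcl2 thus rests on I.P. mouse 1. Ccl5 by I.P. was -0.42 with the block and -0.41 with crossed numbers.

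Under fry, and under camera with an estimated correlation, 7 lists no longer passed the threshold, with their medians unchanged. These were by I.P. ROS (0.18), mitotic (-0.58) and NF-κB (0.30), and by S.C. inflammatory (0.84), ROS (0.19), mitotic (-0.37) and NF-κB (0.85). Their adjusted p lay from 0.301 to 0.495 under fry and from 0.246 to 0.391 with the estimated correlation. Under preranked GSEA the ROS list no longer passed by I.P. (0.18) or S.C. (0.19), and the inflammatory list passed by I.P. (0.13). The Reactome list for ROS gave 0.092 by I.P. and did not pass. The interferon list by I.P. was -0.35 with the block and -0.35 with crossed numbers. I.P. mice 3 and 4 add nothing to these values, and I.P. mice 1 and 2 alone gave -0.37 without a block, so the fall does not come from the pairing. When each mouse was left out, medians by I.P. ran from -0.13 to 0.57 for inflammatory, 0.10 to 0.51 for NF-κB and -0.15 to 0.55 for interferon, where leaving out I.P. mice 3 and 4 gave -0.03 and -0.0019. Without I.P. mouse 2 the interferon and inflammatory lists passed as rises, and without I.P. mouse 1 the inflammatory list passed as a fall. By S.C. they ran from 0.46 to 1.18 for inflammatory and 0.62 to 1.28 for NF-κB. For interferon by S.C. they ran from -0.14, without DMSO mouse 2, to 0.72, without DMSO mouse 1, so its direction depended on the DMSO mice.

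DEGs shared by both routes numbered 48, against 78 under the likelihood ratio test, 80 with 3-step dispersions, 89 when these were joined to the 8-count filter, and 33 to 75 when each I.P. mouse was left out. The correlation between routes was 0.30, against 0.49 at a mean of 10 CPM, 0.0341 with DMSO mouse 1 for I.P. and DMSO mouse 2 for S.C., and 0.16 to 0.58 when each mouse was left out. With library size only, the median log2 fold change of all genes by S.C. moved to -0.13. Where leaving out a mouse left 1 in a group, fold changes alone were computed, and counts without rounding were not run, since the counts are whole numbers. DESeq2 gave no p-value for 28 genes by I.P., Il1b, Cxcl1 and Cxcl2 among them.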

Differences from the paper's values

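The paper lists 181 downregulated DEGs by S.C., and 323 were called here. Of the alternatives set before the data were examined, the 1 CPM filter (271) and the replicate block (240) came within 1.5 times the paper's count. The others did not, namely no gene filter, RLE size factors, library size only, the likelihood ratio test, DESeq2 and all 3 groups in 1 fit. Of the settings chosen after seeing the values, the crossed block (254) and the filter of 8 counts (159) came within it. The likelihood ratio test with 3-step dispersions gave 181 when joined to that filter. It did not come within it alone (373) or when joined to the 1 CPM filter (309).

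The paper lists all 4 of Tnf, Il1b, Cxcl1 and Cxcl2 as upregulated by I.P., and 0 met the criterion here. Of the alternatives set before the data were examined, the likelihood ratio test called 3, Tnf, Cxcl1 and Cxcl2. No gene filter, DESeq2 and leaving out I.P. mouse 2 each called 1, Tnf. The 1 CPM filter, RLE size factors, library size only, all groups in 1 fit, the block and leaving out I.P. mouse 1, 3 or 4 called 0. Of the settings chosen after seeing the values, crossed numbers called 1, Cxcl1, the filter of 8 counts called 0, and I.P. mice 1 and 2 alone called 3, Il1b, Cxcl1 and Cxcl2. All 3 settings with 3-step dispersions, which used the likelihood ratio test, called 4.

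The paper's lists share 90 genes of the same direction between I.P. and S.C., and 48 were shared here. Of the alternatives set before the data were examined, the likelihood ratio test gave 78, within 1.5 times the paper's count, and a mean of 10 CPM gave 36. Of the settings chosen after seeing the values, the likelihood ratio test with 3-step dispersions gave 80, and 89 when joined to the filter of 8 counts. That filter alone gave 55. Leaving out I.P. mice 1, 2, 3 and 4, also chosen after seeing the values, gave 33, 75, 68 and 40.

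From GSEA and functional enrichment, the paper states that inflammatory genes rose in TAMs by both routes. Preranked GSEA, the alternative nearest to the paper's method, also gave a rise by I.P. (normalized enrichment score 1.63, GSEA adjusted p = 0.0126). The difference lies in the main test used here. By I.P. the median log2 fold change of the inflammatory list was 0.13 (camera adjusted p = 0.756), with adjusted p from 0.0126 to 0.987 over its alternatives. The direction depended on the mice, with a fall to -0.13 without I.P. mouse 1 (camera adjusted p = 0.0432) and a rise of 0.28 without I.P. mouse 2 (camera adjusted p = 0.0198).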

Other observations

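The tests of transcript length, GC content and matched lists were set before their results were seen, and the other tests in this part were chosen only after the result was seen.

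Of the DEGs by S.C., 323 were downregulated and 268 upregulated. The balance depended on the processing, with 305 downregulated and 343 upregulated under DESeq2, 159 and 316 with the filter of 8 counts, and 181 and 372 in the paper's list. Of the 323 downregulated, 63.8% had 3 counts or fewer in a S.C. library, and of the 268 upregulated 14.2% had 3 or fewer in a DMSO library. The downregulated genes were called for being low in the S.C. mice, so the shares do not tell transcripts lost from libraries made from little RNA from a fall of expression. Across genes, which are not independent, the S.C. log2 fold change had a Spearman correlation of -0.102 with transcript length and 0.115 with GC content, against 1.71e-04 and 0.247 for I.P. The correlation with GC content was larger by I.P., where 186 DEGs were upregulated and 57 downregulated, so such correlations do not tell what set the balance by S.C. Transcript length and GC content are therefore neither set aside nor tied to it. No biological explanation was tested.

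The log2 fold changes of both routes correlated and shared DEGs. Simulated counts with no effect gave a median correlation of 0.593 and 90.5 shared DEGs from the shared DMSO mice alone. They gave every mouse the same dispersion trend, while the DMSO mice were more alike (Spearman correlation 0.976) than the S.C. mice (0.904). The shared controls may contribute to both, and the simulation cannot tell how much. With separate DMSO mice the mean correlation was 0.12 (0.0341 and 0.205 for the 2 pairings), and the highest simulated value was 0.0276. The simulated genes vary independently, unlike those of real libraries, and the 2 pairings differ by more than the simulated values do, so this does not tell a response common to both routes from chance.

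The mitotic list was lower by both routes. Less RNA of dividing melanoma cells would lower melanocyte genes, and the melanocyte score was 0.42 higher on average in the thiostrepton mice, but 3 of 6 (I.P. mice 1 and 3 and S.C. mouse 2, at 4.20, 4.26 and 4.04) lay below both DMSO mice (4.43 and 4.69). The other 3 (I.P. mice 2 and 4 and S.C. mouse 1, at 5.14, 5.75 and 6.53) lay above both DMSO mice while their mitotic scores were below both, so less melanoma RNA does not account for the fall in these 3, and for I.P. mice 1 and 3 and S.C. mouse 2 it was not settled. Of 10000 random lists matched on transcript length, GC content and expression, none was as low, for a p of 1e-04 by I.P. and 1e-04 by S.C., the smallest these lists can give. The random lists treat genes as independent. With the correlation between genes estimated from the data (0.700 by I.P. and 0.0803 by S.C.), the camera p was 0.183 and 0.206, so the fall cannot be told apart from genes of the list varying together between mice.

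The same random lists gave, for medians as high, a p of 1e-04 by I.P. and 1e-04 by S.C. for inflammatory and for NF-κB (the smallest they can give), 0.0027 and 0.0061 for ROS, and 0.0493 and 0.0038 for interferon. These lists were limited to genes with a known transcript. For inflammatory by I.P. the median over the 52 such genes was 0.184, just above the highest random median of 0.179, while the 0.13 over all 53 genes lies under it. The medians of inflammatory by S.C. and of NF-κB by both routes lay above every random median. Under the same assumption of independent genes, the 3 properties did not account for these medians. For ROS, 26 random lists by I.P. and 60 by S.C. were as high, and for interferon 492 and 37. For ROS and interferon the 3 properties are therefore less firmly set aside. For inflammatory by I.P. the result turned on whether genes without a known transcript were counted, so they are not firmly set aside there either.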
